# Resolvin D1 improves allograft osteointegration and directly enhances osteoblasts differentiation

**DOI:** 10.3389/fimmu.2023.1086930

**Published:** 2023-02-27

**Authors:** Noy Pinto, Yehuda Klein, Eilon David, David Polak, Daniel Steinberg, Gilad Mizrahi, Yasmin Khoury, Yechezkel Barenholz, Stella Chaushu

**Keywords:** bone, resolvin D1, allograft, regeneration, osteoblasts

## Abstract

**Introduction:**

Allografts are the most common bone grafts for repairing osseous defects. However, their use is associated with an increased risk for infections, donor disease transmission and osteointegration deficiency. Resolvin D1 (RvD1) is an endogenous lipid with a scientifically proven pivotal role in inflammation resolution and osteoclastogenesis inhibition. Yet, its biological relevance as a potential bone regenerative drug has been scarcely studied. Here, we aim to investigate the RvD1 effect on allograft osteointegration in the alveolar bone regeneration (ABR) murine model.

**Methods:**

ABR model consisted of osseous defects that were generated by the extraction of the maxillary first molar in C57BL/6 mice. The sockets were filled with allograft and analyzed *via* RNA sequencing. Then they were locally injected with either RvD1 or saline *via* single or repeated administrations. The mice were sacrificed 2W after the procedure, and regenerated sites were analyzed using *µ*CT and histology. First, MC3T3-E1 preosteoblasts were plated with IL-17 pro-inflammatory medium, and RANKL/OPG ratio was measured. Secondly, the MC3T3-E1 were cultured w/o RvD1, for 3W. Osteoblasts’ markers were evaluated in different days, using qRT-PCR and Alizarin Red staining for calcified matrix.

**Results:**

*In vivo*, neither allograft alone nor single RvD1 administration promote bone regeneration in comparison to the control of spontaneous healing and even triggered an elevation in NR1D1 and IL1RL1 expression, markers associated with inflammation and inhibition of bone cell differentiation. However, repeated RvD1 treatment increased bone content by 135.92% ± 45.98% compared to its specific control, repeated sham, and by 39.12% ± 26.3% when compared to the spontaneous healing control group (n=7/group). Histologically, repeated RvD1 reduced the number of TRAP-positive cells, and enhanced allograft osteointegration with new bone formation. *In vitro*, RvD1 rescued OPG expression and decreased RANKL/OPG ratio in IL-17 pro-inflammatory conditions. Furthermore, RvD1 increased the expression of RUNX2, OSX, BSP and OC/BGLAP2 and the mineralized extracellular matrix during MC3T3-E1 osteoblasts differentiation.

**Conclusions:**

Repeated administrations of RvD1 promote bone regeneration *via* a dual mechanism: directly, *via* enhancement of osteoblasts’ differentiation and indirectly, through reduction of osteoclastogenesis and RANKL/OPG ratio. This suggests that RvD1 may be a potential therapeutic bioagent for osseous regeneration following allograft implantation.

## Introduction

Despite the gradual growth in the graft industry, there is still a growing demand for innovative treatments for bone deficiencies in orthopedics, implantology and general dentistry (1). Evidence suggests that treatments with bone substitutes alone may result in insufficient bone repair, and optimal bone healing is dependent on two major aspects: an active stimulating of bone growth and bone remodeling. For stimulating bone growth, a combination of local presence of bioactive bone growth stimulators with grafts is considered a good strategy to improve bone regeneration (2–4). Some familiar bone growth stimulators are Bone Morphogenic Proteins (BMPs), which are released in osteoclastic resorption and promote osteoblasts differentiation in bone healing process (5). Other biomaterials, such as Vascular Endothelial Growth Factor (VEGF), Transforming Growth Factor beta (TGF-β), Platelet Derived Growth Factor (PDGF), stimulate migration and differentiation of osteoprogenitor cells to the injury site. VEGF enhances blood vessels growth and formation of callus in bone fracture healing, while TGF-β mostly promotes osteoblasts chemotaxis (2), and therefore, promote bone healing. However, there are still concerns related to these stimulators. Their efficiency in humans is controversial (6), there is a lack of data on the optimal therapeutic dose and some of them, such as BMPs, have been associated with potential carcinogenic side effects (7, 8).

Bone remodeling is based on the complex interplay between the skeleton and immune system, an interplay termed recently ‘Osteoimmunology’. Optimal bone recovery is mediated by the recruitment of immune cells to the site, and secretion of multiple factors. In the inflammatory phase of fracture healing, platelets, neutrophils and macrophages invade to the injury site, and secrete growth factors and cytokines that promote mesenchymal cells to arrive (9). However, these inflammatory signals are limited and temporary. Therefore, the resolution of inflammation is also beneficial for optimal bone remodeling and healing. It is an active process that is mediated in part by specialized pro-resolving lipid mediators (SPMs), such as Resolvins, Protectins and other derivates of omega-3 fatty acids (10).

Nowadays, there is no drug which can promote bone healing or graft osteointegration *via* stimulation of bone deposition and controlling the inflammation.

Resolvin D1 (RvD1) (7S,8R,17S-trihydroxy-4Z,9E,11E,13Z,15E,19Z-docosahexaenoic acid), a derivative of docosahexaenoic acid (DHA), is efficient in treating inflammation across a wide variety of inflammatory conditions such as bowel disease, acute lung injury (covid-19), peritonitis and heart failure (11). In addition to its pro-resolving activity in an inflammatory environment, RvD1 has an anti-catabolic effect in diseases that are accompanied by bone loss and tissue degradation. RvD1 abolishes a few factors which are involved in osteoarthritis in human chondrocytes (12), thus has the potential to serve as a target for other rheumatic diseases (13). RvD1 contributed to joint protection in the murine arthritis model by inhibition of cartilage resorption (14). RvD1 also decreased osteoclast differentiation and activation *in vitro* and decreased bone and joint destruction *in vivo* (15). We also previously showed that RvD1 affected immune cells expression and decreased osteoclastogenesis in orthodontic tooth movement (16).

In addition to its anti-catabolic effect, some evidence implies that RvD1 is capable of actively preserving bone. RvD1 embedded in chitosan scaffolds improved bone healing (17). However, there is no mechanism showing the direct effect of RvD1 on bone deposition. In a recent *in vitro* study, IL-6 was introduced with its receptor in osteoclast cultures and decreased RANKL and OPG expression, while stimulation of these cells with RvE1 increased OPG without any change in RANKL expression (18). Another *in vitro* experiment included neonatal calvaria cells that were treated with testosterone which decreased the expression of OC, OPG and RANKL. RvD2 treatment restored their expression levels to baseline (19).

Accordingly, we here hypothesize that RvD1 might have an anabolic effect and increase bone formation by actively promoting osteoblasts functionality. Subsequently, we aim to assess the potential therapeutic activity for RvD1 as a bone healing stimulator when combined with allograft in tooth extraction sockets. Tooth extraction might result in complications such as ridge bone loss (20), socket infection (21) and poor repair in some alveolar sockets that are not treated with bone grafts (22). In addition, some cases require alveolar bone augmentation before inserting dental implants due to insufficient bone mass and proximity to limiting anatomical structures.

Our results provide promising evidence for a novel anabolic effect of RvD1 in bone remodeling. Although we focused on tooth socket healing, the results might be relevant in several other fields, such as non-union fractures and degenerative diseases.

## Materials and methods

### Animals

The study was approved by the Animal Care and Use Committee of the Hebrew University. 8 weeks old C57BL male mice at weight of 20 grams were purchased from Harlen, Israel and maintained under specific pathogen-free (SPF) conditions at the Ein-Kerem campus of the Hebrew University, Jerusalem. Mice were kept at 25^0^C with a 12–24 hours light/dark cycle and given free access to food and water.

### Bone allograft preparation

Murine allograft was prepared from femurs and tibias as previously described (23).

Briefly, long bones (femurs and tibias) from C57BL/6 mice, 6 to 8 weeks old, were harvested using fine forceps and a scalpel to remove the surface periosteum and the marrow cavity was flushed with phosphate buffered saline (PBS) to remove free bone marrow cells. The graft was then washed with hydrogen peroxide for 10 minutes, followed by PBS wash and incubation in tert‐butyl alcohol overnight. Next, grafts were thoroughly rinsed in PBS to remove residual tert‐butyl alcohol, fast freeze at −196°C and lyophilized overnight. The dried bones were thawed to room temperature, pulverized using mortar and pestle to give an average of 65.60 ± 20‐μm particle size. Finally, allograft particles were immersed into PBS in cell culture conditions (37°C, 5% CO2) for 24 hours. Protein quantification of the allograft particles was performed using micro bicinchoninic acid assay to ensure no protein as well as live cell in the prepared allograft bones. Before implantation, bones were ultraviolet irradiated for 30 minutes to ensure sterility. The absence of proteins in the particulate bone material was validated (data not shown).

### Allograft implantation combined with free RvD1 in alveolar bone regeneration (ABR) murine model

ABR model was performed in C57BL mice, as previously described (24, 25). Then, the mice were randomly divided according to the administrated treatment (n=7/group): (a) first treatment group received allograft particles mixed with RvD1 (allograft + single RvD1) (b) second treatment group received allograft particles mixed with RvD1 and 3 additional administrations of RvD1 at 4, 7, 10 days post ABR, (c) first control group in which alveolar bone was allowed to heal spontaneously without allograft (Spon. Healing), (d) second control group received allograft mixed with saline (allograft +single sham), (e) third control group received allograft mixed with saline + 3 gingival injections of saline at 4, 7, 10 days post ABR, to examine the effect of repetitive tissue injury on bone healing (rep-sham). The administration of RvD1 (15 μl, 0.51 μg/ml: 0.76 mg, per administration) or saline was performed as previously described (23).

All mice were sacrificed 2 weeks post ABR, and maxillae were harvested for analysis.

### Sample preparation

For RvD1 Elisa, maxillae were harvested and the alveolar bone socket, PDL, and gingiva were pulverized in a homogenizer and kept in 500 μl of sterile saline histidine (pH=7). All samples were immediately frozen in liquid nitrogen and kept in -80 until the RvD1 Elisa assay and according to manufactures instruction.

For radiographic and histologic analysis, maxillae were harvested and fixed in 4% paraformaldehyde (pH 7.4) in PBS for 1 day at 4°C and then kept in 70% ethanol. Following the scanning, samples were prepared for histological sections and examinations previously described (26).

### Micro-Computed Tomography (μCT) imaging and ABR measurement

Maxillae were scanned *via* μCT40^®^, Scanco Medical, Brüttisellen, Switzerland (24) as previously described. Morphological parameters of trabecular bone microarchitecture were assessed according to guidelines as previously described (27, 28). The borders of the regenerated bone sites were marked according to a cylindrical region of interest (ROI) in all the samples mesial to M2 with an axis depth/length of 350 μm (150‐ to 500‐μm below the M2 root furcation) and a diameter of 700 μm. two‐dimensional microarchitecture measurements were included and calculated: bone volume/total volume (BV/TV, %) and bone mineral density.

### Hematoxylin and eosin, Tartrate- resistant acid phosphatase, and Masson Trichrome staining

Maxillae bones were decalcified in 10% (w/v) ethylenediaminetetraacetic acid (EDTA, pH 7.4) for 10 days. Then, samples were embedded in Optimal Cutting Temperature compound and sagittal slices of 10‐μm‐thick cryo‐sections were performed.

For Massons’s Trichrome staining, samples were stabilized in preheated Bouin’s solution at 56°C for 15 minutes, then washed in tap water and stained in Weigert’s Iron Hematoxylin Solution for 5 minutes (nuclei staining). Stained samples were then washed with Biebrich Scarlet-Acid Fucshin for 5 minutes (cytoplasm & muscle staining). Subsequently, samples were placed with phosphotungstic and phosphomolybdic acid followed by soaking the samples in Aniline Blue Solution for 5 minutes (collagen fibers staining) were then rinsed with Acetic Acid, 1%, for 2 minutes followed by rinsing and dehydration with alcohol and xylene. Slides were then mounted for additional analysis (Kit components from Sigma- Aldrich).

For Tartrate‐resistant acid phosphatase staining (TRAP) staining, with hematoxylin counterstaining was performed according to the manufacturer’s instructions and enabled quantification of the osteoclasts (N=3-4/group).

Following H&E, TRAP and Masson-Trichrome staining, specimens were examined and photographed with high-quality microscope (Nikon eclipse 90i, Tokyo, Japan). Images captured using x2 and x10 magnification. Morphometric analysis included visual observation of osteoid and allograft particles. To assess *de-novo* osteoid apposition, a grid sized 640X488 µm of the regenerated site (the area of M1 socket) was analyzed by ImageJ software (N=3-4/group).

### RNA extraction for mRNA sequencing, qRT-PCR and quality control

Maxillae were pulverized in a homogenizer, and total RNA was isolated from bones lysates or from cultured cells with TriZol (1000 ul per sample; Thermo Fisher Scientific). RNA purity was detected with a Nanodrop. DNA-free RNA was obtained by using and RNeasy Mini Kit (QIAGEN) with DNase treatment according to the manufacturer’s instructions. For quality control of RNA extraction yield, an RNA Screen Tape kit (Agilent Technologies), a D1000 Screen Tape kit (Agilent Technologies), Qubit RNA HS Assay kit (Invitrogen) and a Qubit DNA HS Assay kit (Invitrogen) were used for each specific step. RNA samples from Allograft vs Spon. Healing groups were all passed quality control analysis on a Bioanalyzer 2100 (Agilent Technologies). The 3 biological replicates with the highest RNA were used for mRNA library preparation and bioinformatics analysis as described previously (29).

### mRNA library preparation

RNA concentration was measured using Qubit 4 Fluorometer (Thermo Fisher Scientific) and RNA quality was measured using Agilent 2200 Tape Station (Agilent). RNA sequencing libraries were prepared using the CEL-Seq2 protocol, as published by (30) with minor modifications. Instead of single cells as input, 2 ng purified RNA was taken as input for library preparation. The CEL-Seq2 libraries were sequenced on an Illumina NextSeq 550 sequencer (Illumina). RNA measurements, library preparation and sequencing were performed by the Technion Genome Center, Technion, Israel.

### Trimming and filtering of raw reads

Quality trimming was done at the 3’ end using cutadapt. The quality cutoff was 10, skipping all G bases (that can indicate a lack of signal in Next-Seq’s two-color chemistry). The parameter was –nextseq-trim=10. Also using cutadapt, adapter and poly-A sequences were removed. The error rate (-e parameter) was set to zero. Reads that became shorter than 28 nt were filtered out (-m parameter).

### Alignment and counting

The processed fastq files were aligned to the Mus musculus transcriptome and genome using TopHat. The genome version was GRCm38 with annotations from Ensembl release 99. ERCC spike-in sequences (positive controls of CEL-Seq protocol) were aligned as well to the DNA Sequence Library SRM-2374. Strand information was taken into consideration (–library-type fr-secondstrand). Alignment allowed up to 2 mismatches per read, and a total edit distance of 5.

Quantification was done using htseq-count. Reads that aligned with a quality lower than 10 were skipped. Strand information was taken into consideration (–stranded=‘yes’). An annotation file that lacked information for genes of type IG, TR, Artifact, miRNA, Mt_rRNA, Mt_tRNA, ncRNA, piRNA, pre_miRNA, rRNA, ribozyme, sRNA, scRNA, scaRNA, siRNA, snRNA, snoRNA, tRNA and vaultRNA was used.

### Differential expression

Differential expression analysis was done with the DESeq2 package. Genes with a mean of counts less than 3 over all samples were filtered out, then size factors and dispersion were calculated. Normalized counts were used for several quality control assays, such as distance heatmaps and principal component analysis, which were calculated and visualized in R. Differential expression was calculated with default parameters except not using the independent Filtering algorithm. Significance threshold was taken as padj<0.1 (default). Finally, the results were combined with gene details (such as symbol, known transcripts, etc.), taken from the results of a BioMart query (Ensembl, release 99), to produce the final Excel file.

### qRT-PCR

mRNA was reverse-transcribed into cDNA using a High-Capacity cDNA Reverse Transcription Kit (Tamar laboratory supplies Ltd). The resultant cDNA was subjected to qRT-PCR using the qPCRBIO SyGreen Blue Mix Hi-Rox (Tamar laboratory supplies Ltd) The mRNA expression was normalized to murine GAPDH1 (Glyceraldehyde-3-phosphate dehydrogenase). Murine primers sequences used for reverse transcription- quantitative PCR. **Supplementary Data Table S1**.

### MC3T3-E1 cell culture

The MC3T3-E1, Subclone- 4 were purchased from ATCC and used as osteoblastic primary cell line. MC3T3-E1 cells were cultured in Mem- Alpha medium w/o ascorbic acid (Rhenium) containing 10% FBS, 1% streptomycin and 1% glutamine. Cells were cultured at 37°C in a humidified 5% CO2 atmosphere. MC3T3-E1 cells were cultured in a 6 well plates at a density of 10^4^ cells per 1 ml (total 2 ml per well).

### RvD1 effect on RANKL/OPG in inflammatory condition *in vitro*

Cells were cultured with IL-17 (50 nM,Pepro Tech) and with or without RvD1 (200 nM) for 24 hours. Cells without IL17 nor RvD1 treatment served as a control. RNA was extracted and RANKL and OPG expression were measured.

### RvD1 effect on osteoblastogenesis *in vitro*

To promote osteoblasts differentiation, cells were cultured with a supplemented medium consisted of ascorbic acid (280 mM) and β-glycerophosphate (10 mM) with or without RvD1 (200 nM). Medium was changed every other day. RNA was extracted from cells in days 5, 7, 9, 14 and 21. The extracellular calcium was analyzed *via* Alizarin Red staining in days 10, 14 and 21.

### Alizarin red staining

The extracellular calcium deposition was stained *via* alizarin red staining protocol (31, 32). The medium was removed, and cells were washed with PBS three times and fixed with 4% paraformaldehyde. Subsequently cells were washed with PBS 3 times and stained in filtered 40 mM alizarin red (pH ~ 4.2) for 15 minutes in room temperature (Alizarin Red powder, Cas Number 130-22-3 Sigma). Finally, cells were washed, and the wells photographed in stereomicroscope (SMZ25) to identify calcified nodules in bright- orange- red color. For numerical quantification (33), stained cells were dissolved in 10% acetic acid. The suspended samples were heated to 80°c for 10 minutes. Then, samples were cooled on ice for 5 minutes, and centrifuged at 20,000 g for 15 minutes. Supernatant pH was adjusted to 4.2 and absorbance was measured in 405 nM.

### Statistical analysis

The gene expression data were analyzed as mentioned above. In other experiments, the data were analyzed with GraphPad Prism v.8 (GraphPad Software, San Diego, CA, USA) and the numerical values obtained are expressed as the means ± SEM. Normally distributed data were analyzed with paired t-test. The asterisk symbol represents a statistical significance *<0.05 **< 0.01 ***< 0.005..

## Results

### Allograft implantation did not improve bone healing vs. spontaneous healing at 2 weeks post ABR

According to the experimental timeline (**Figure 1A**), 2 weeks post ABR radiographic numerical analysis of the socket showed that allograft did not improve the BV/TV ratio and the bone mineral density (**Figures 1B, C**).

**Figure 1:**
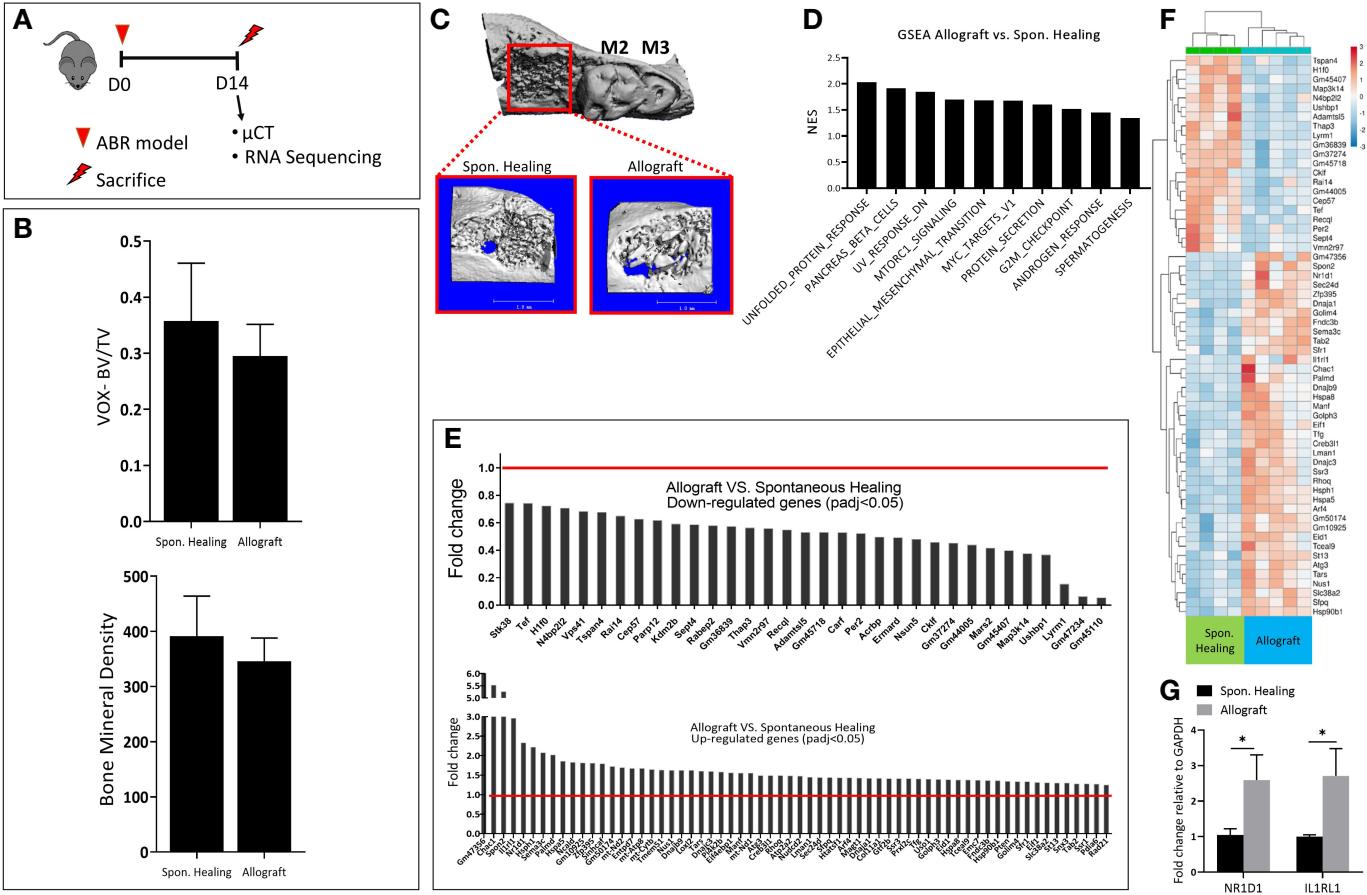
Bone healing two weeks following alveolar bone regeneration with Allograft vs. Spontan. Healing. **(A)** Experimental timeline: 8 weeks old male mice (C57BL =7/group) were divided into two groups; the control group of a tooth extraction without allograft implantation (Spon. Healing), an experimental group with allograft implantation, were sacrificed for radiographic and mRNA sequencing analysis 2 weeks post-procedure. **(B)** Numerical µCT evaluation of alveolar socket: bone volume/total volume (BV/TV) and Bone Mineral Density. **(C)** µCT 3- dimensional analysis of the regenerated alveolar bone (marked in red square), with magnification. **(D)** Upregulated GSEA pathways in allograft treatment. **(E)** The highest differentially down\ up-regulated genes. **(F)** Heatmap showing the highest 60 Differentially expressed genes (DEGs) **(G)** mRNA validation for genes of interest (NR1D1, IL1RL1).

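The sequenced bone came from the maxillae of 4 male C57BL/6 mice whose extraction socket healed without a graft (Spon. Healing) and of 5 mice whose socket was filled with allograft and given saline (Allograft), all sacrificed 2 weeks after the procedure. Libraries were made by CEL-Seq2, which reads the 3′ ends of polyadenylated RNA, with 1 library per mouse. The authors trimmed the reads with cutadapt, aligned them to GRCm38 with TopHat, counted them per gene with htseq-count and compared the groups with DESeq2. The values analysed here are the raw counts of the 98 genes with an adjusted p under 0.1 in the authors' comparison, and the normalized counts, which are the raw counts divided by 1 size factor per library. The authors' adjusted p-values match a Benjamini-Hochberg adjustment over 17100 genes, so the 98 genes were chosen out of 17100 for their difference between these same groups. Counts of raised and lowered genes among them are therefore not independent evidence of a difference, and the genes outside the list were not analysed here. An adjustment over all 17100 genes, with unlisted genes taken to have larger p-values, was added after seeing the data. For the p-values of fits to the listed genes alone, it makes each adjusted p an upper bound and each number of genes passed a minimum. The same holds for p-values adjusted over a gene list alone. A fit to all 17100 genes could give other p-values, so these are not bounds on such a fit. Since the listed genes were chosen for a difference, passing over a gene list alone is not independent evidence either. Raw counts of the 97 genes with a mean of at least 3 counts were compared with edgeR's quasi-likelihood test, with the authors' size factors as the scaling and with p-values adjusted over these 97 genes. The size factors ran from 0.577 to 1.44 in Spon. Healing (median 0.741) and from 0.653 to 2.20 in Allograft (median 1.18). The listed genes held 60516 to 230063 counts per library in Spon. Healing and 130890 to 443678 in Allograft, and these sums are not library depths.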

For a deeper understanding of the underlying molecular changes induced by allograft osteointegration at this time point, we conducted mRNA sequencing. A few pathways were upregulated in allograft compared to Spon. Healing, including MTORC and androgenic response (**Figure 1D**). 

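Among the listed genes, 10 of the chaperones and unfolded protein response of the endoplasmic reticulum (ER) and 7 of ER to Golgi transport were higher in Allograft than in Spon. Healing. Hspa5, which encodes the ER chaperone BiP, rose from 1923 ± 378 normalized counts (SD, n = 4) to 3573 ± 460 (SD, n = 5), a log2 fold change of 0.89 (standard error 0.15, adjusted p = 0.000344 from edgeR). Of 44 genes of ER chaperones and the unfolded protein response, 10 were among the listed genes, which were chosen for a difference, and all 10 rose, with a median log2 fold change of 0.60 and a range of 0.35 to 2.48 (10 when adjusted over the list alone). They included Dnajc3, a co-chaperone of BiP, with a log2 fold change of 0.67, the ER chaperone Hsp90b1 with 0.44, and Manf, a factor secreted under ER stress, with 0.64, where Spon. Healing replicate 4 stood below the other Spon. Healing libraries. Chac1, a glutathione-degrading enzyme induced by ER stress, rose from 33.3 ± 16.9 (SD, n = 4) to 183 ± 181 (SD, n = 5), with 498 normalized counts in Allograft replicate 2 and 69.3 to 176 in the other Allograft libraries. Its log2 fold change of 2.48 was 1.67 without Allograft replicate 2 and 2.09 (adjusted p = 0.0570 from edgeR) with a replicate block by title number. Of 46 genes of ER to Golgi transport and secretion, 7 were listed and all 7 rose (7 when adjusted over the list alone). Among them were the small GTPase Arf4 with a log2 fold change of 0.52, Sec24d, a coat protein of the vesicles that leave the ER, with 0.53, Tfg with 0.49 and Golph3 with 0.48. Of 33 genes of the cytosolic heat shock response, 4 were listed and rose (4 when adjusted over the list alone), namely the chaperone Hsph1 with a log2 fold change of 1.15, Dnaja1 with 0.51, Hspa8 with 0.46 and St13 with 0.38. Of all 98 listed genes 65 rose, and the direction of each list's members was compared with that of the other genes past the threshold by Fisher's exact test in the 14 lists with a listed gene. This comparison was added after seeing the data. The p was 0.0279 for the ER list (0.391 adjusted over the 14 tests), 0.0913 for the transport list (0.508), 0.298 for the heat shock list (0.778) and 0.548 for the mTORC1 list (0.857).

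Of 40 genes of mTORC1-responsive metabolism and amino acid supply, 3 were listed and rose, and at least 1 of them, Tars, passed when adjusted over the list alone. Tars, the threonyl-tRNA synthetase, had a log2 fold change of 0.69 (standard error 0.17), Eif4ebp1, a target of mTORC1 that restrains translation, of 0.65 (standard error 0.22), and the amino acid transporter Slc38a2 of 0.38 (standard error 0.12). None of 25 androgen-responsive genes was listed, and as only 98 of 17100 genes were, this does not bear on the paper's GSEA result. The mTORC1 list was likewise written by hand and is not the gene set of the paper's GSEA. Its counts and direction, and those of Reactome's mTOR signalling set below, therefore do not bear on the paper's mTORC result either. Of 24 genes of the G2 and M phases, Rad21, a cohesin subunit, was listed and rose with a log2 fold change of 0.32 (undetermined when adjusted over the list alone), with Allograft replicate 2 below the other Allograft libraries. Of 13 mitochondrially encoded mRNAs 4 were listed, likewise chosen for a difference between these libraries, with a sum of 85760 ± 35870 normalized counts in the Spon. Healing mice (SD, n = 4) and 139100 ± 13070 in Allograft (SD, n = 5), and Spon. Healing replicate 3 was the lowest library at 39250. None of 6 Reactome sets passed an adjusted p under 0.05 among the raised genes. ER to Golgi transport held 1 of 9 genes (Sec24d, where chance gives 0.0326, adjusted p = 0.0965 from a one-sided hypergeometric test) and mTOR signalling 1 of 27 (Eif4ebp1, where chance gives 0.0979, adjusted p = 0.140), and the unfolded protein response held 0 of 22 (adjusted p = 1), a set that holds none of the 10 listed ER genes. The lists were written after Figure 1 had been read, so their counts are not independent of it, and with p-values adjusted over 17100 genes no member of the 5 lists of ER, transport, heat shock, mTORC1 and cell cycle genes had an upper bound under 0.05 in edgeR or limma-voom, which leaves open whether any passes. Each listed member had an unadjusted p under 0.05 in edgeR, as did 96 of all 97 tested genes, so this is not particular to them. Hspa5 and Hsph1 passed in DESeq2 over 17100 genes. With a fold of at least 1.5 also required, the raised members were 5 in the ER list, 0 in the transport list, 1 in the heat shock list, 2 in the mTORC1 list and 0 in the G2 and M phase list, and with TMM factors computed over the listed genes, a scaling chosen after seeing the data, they were 3, 0, 1, 1 and 0.

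**Figure D1:**
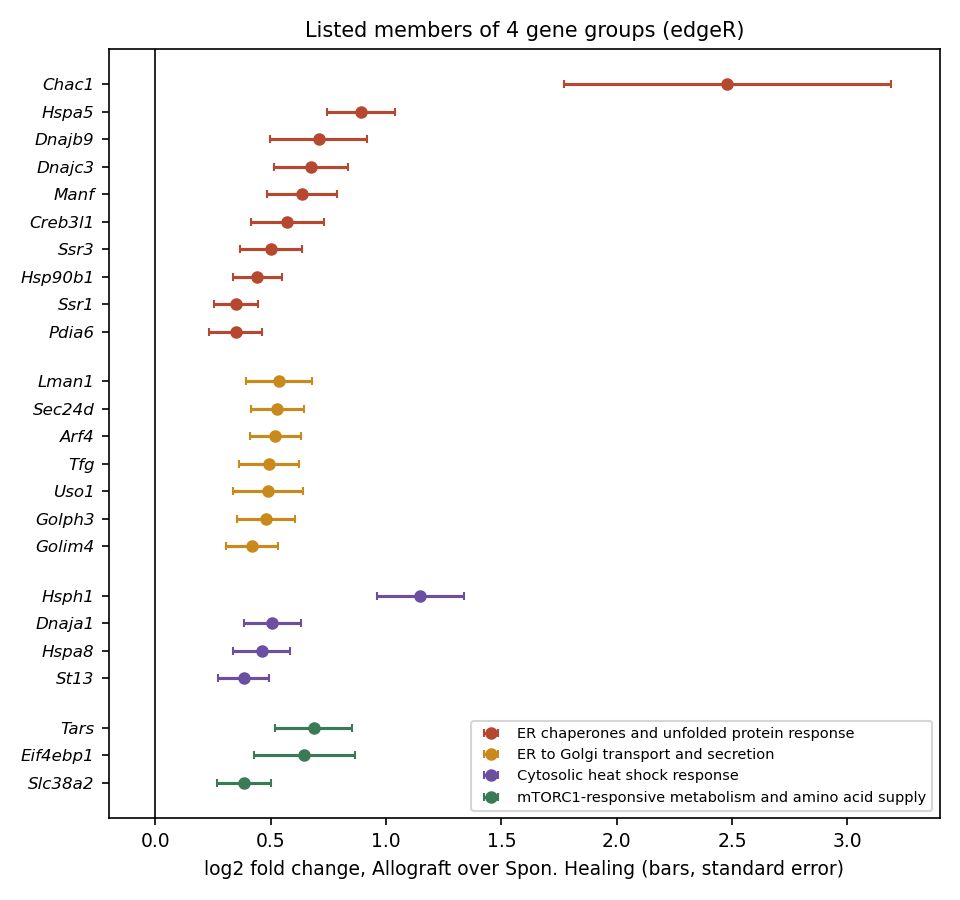
The log2 fold change of Allograft over Spon. Healing (x axis) is plotted for each listed member of 4 gene groups (y axis). Points are edgeR's estimate, and bars are a standard error derived from the F statistic of its test. All 24 points lie above 0, and Chac1 lies furthest out at 2.48 (1.67 without Allograft replicate 2).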

The gene set enrichment analysis (GSEA) showed a total of 97 differentially expressed genes (DEGs). Among them, 33 DEGs were downregulated and 64 DEGs were upregulated in allograft vs. Spon. Healing. (**Figure 1E**), These findings were also supported by the heatmap analysis (**Figure 1F**). 

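In Allograft, 64 of the 97 tested genes rose and 32 fell relative to Spon. Healing at an adjusted p under 0.05. These 97 genes hold Capzb and lack Gm45110, the reverse of the 97 in Figure 1E. The 64 raised genes hold Capzb but not mt-Cytb, so they are not the paper's 64, and the equal counts are not a replication. Spon2, a secreted matrix protein, rose from 9.87 ± 5.87 normalized counts (SD, n = 4) to 50.8 ± 25.7 (SD, n = 5), a log2 fold change of 2.40 (standard error 0.49, adjusted p = 0.00158 from edgeR). Lyrm1 fell from 58.7 ± 19.3 (SD, n = 4) to 8.80 ± 4.31 (SD, n = 5), a log2 fold change of -2.64 (standard error 0.41, adjusted p = 0.000344 from the same edgeR test). Ushbp1, the 1 listed gene of 15 endothelial markers, fell from 215 ± 55.8 (SD, n = 4) to 77.6 ± 33.1 (SD, n = 5) and also passed when adjusted over the list alone. As Ushbp1 was among the genes chosen for a difference, that pass is not independent evidence. Map3k14, the kinase NIK of the noncanonical NF-kB pathway, fell from 39.8 ± 10.4 (SD, n = 4) to 15.0 ± 4.78 (SD, n = 5). Smaller decreases were found for Nsun5, an rRNA methyltransferase, with a log2 fold change of -1.06, and for the linker histone H1f0 with -0.47, and the transcription factor Zfp395 rose by 0.86 on the log2 scale. The median fold was 1.46 among the raised genes (quartiles 1.38 and 1.67) and 1.86 among the lowered genes (quartiles 1.62 and 2.19). All 6 listed genes of the annotation's TEC class, loci whose transcripts still await experimental testing, were lower in Allograft. Among them Gm37274 had a log2 fold change of -1.14, Gm44005 of -1.19, both with Allograft replicate 1 well below the other Allograft libraries, and Gm47234 of -3.74, the last with overlapping groups and with -1.83 (adjusted p = 0.270) in limma-voom, while Gm45110 was under the count minimum at 6.96 ± 5.86 (SD, n = 4) and 0.398 ± 0.554 (SD, n = 5). The pseudogene Gm47356 had no counts in Spon. Healing and 106 in Allograft, where 1 library also had none. Against a floor of 3 counts over the Spon. Healing group, its Allograft mean was 18.8-fold higher. This floor covers counting error in Spon. Healing only, and the groups overlapped (two-sided exact permutation test, p = 0.0794). In limma-voom the log2 fold change of Gm47356 was 3.78. Of the mitochondrially encoded mRNAs, mt-Nd2 with a log2 fold change of 0.76, mt-Atp8 with 0.74 and mt-Nd1 with 0.63 rose (undetermined when adjusted over the list alone), and mt-Cytb had 0.72 (adjusted p = 0.0520 from edgeR), with Spon. Healing replicate 3 the lowest library in their sum, and mt-Nd1 did not pass in 7 of the 9 fits with 1 library left out. With p-values adjusted over 17100 genes, the upper bound was under 0.05 for 0 genes in edgeR and limma-voom and for 7 in DESeq2 (5 raised, 2 lowered), which are minimums, while 96 genes had an unadjusted p under 0.05 in edgeR and 95 in limma-voom. With TMM factors computed over the listed genes, chosen after seeing the data, 44 genes passed (12 raised), at a median log2 fold change shifted by -0.32.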

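For most of the listed genes each Allograft library lay on 1 side of every Spon. Healing library. The groups did not overlap in 72 of the 97 tested genes, 52 raised and 20 lowered, where chance gives 1.59% of genes. Hsph1 ranged from 127 to 148 normalized counts in Spon. Healing and from 247 to 373 in Allograft, and Zfp395 from 217 to 233 and from 297 to 494. Nsun5 ranged from 34.7 to 36.7 in Spon. Healing and from 13.7 to 21.3 in Allograft. Of the 60 genes drawn in Figure 1F, 48 showed no overlap, 35 raised and 13 lowered. In the other 12, libraries of both groups reached the range of the opposite group, as any overlap requires. Allograft replicate 5 did so in 6 of the 60 genes, Allograft replicate 4 in 4, Allograft replicate 3 in 2, and Allograft replicates 1 and 2 in 0. Spon. Healing replicates 2 and 4 did so in 6 each, and Spon. Healing replicates 1 and 3 in 3 each. These counts do not show which library caused an overlap. For Il1rl1 all Spon. Healing libraries count because Allograft replicate 5 (37.4) lay under them. For Gm47356 they all count because Allograft replicate 3, like them, had no counts. Among the named genes with overlapping groups, Per2 ranged from 197 to 404 in Spon. Healing and from 108 to 248 in Allograft, and Eif4ebp1 from 105 to 164 and from 148 to 263. Since these genes were chosen for a difference between the 9 libraries, separation of the groups across them is not independent evidence.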

To validate the sequencing data, genes of interest including NR1D1 and IL1RL1 were assessed by qRT- PCR (**Figure 1G**).

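Nr1d1, which encodes the nuclear receptor REV-ERBα, was higher in each Allograft library than in any Spon. Healing library, with 572 ± 69.3 normalized counts (SD, n = 4) in Spon. Healing and 1331 ± 464 (SD, n = 5) in Allograft, a 2.33-fold difference. Il1rl1, which encodes the IL-33 receptor ST2, had 68.5 ± 19.1 normalized counts (SD, n = 4) in Spon. Healing and 202 ± 127 (SD, n = 5) in Allograft, a 2.95-fold difference. Its values in Allograft were 135, 320, 337 and 181 in replicates 1 to 4 and 37.4 in replicate 5, which is under all 4 Spon. Healing libraries (53.5 to 96.3). Nr1d1 (ENSMUSG00000020889) lies on the minus strand of chromosome 11 of GRCm38 from 98767932 to 98775333. Its log2 fold change was 1.22 (standard error 0.21, adjusted p = 0.00142 from edgeR), and the 2 groups did not overlap (two-sided exact permutation test, p = 0.0159, the smallest p that 4 against 5 mice allow). Il1rl1 (ENSMUSG00000026069) lies on the plus strand of chromosome 1 from 40429570 to 40465415. Its log2 fold change was 1.57 (standard error 0.56, adjusted p = 0.0203 from edgeR), and the two-sided exact permutation test gave p = 0.0794. Adjusted over 17100 genes, edgeR gave an adjusted p of at most 0.250 for Nr1d1 and at most 1 for Il1rl1, and DESeq2 on the 9 libraries gave at most 3.05e-05 for Nr1d1 and at most 1 for Il1rl1. In the authors' deposited DESeq2 comparison over the same number of genes, whose normalization or fit drew on further libraries, the authors' adjusted p is 0.00121 for Nr1d1 and 0.0386 for Il1rl1. The 0.00121 lies above the 3.05e-05, which is a bound only for the p-values of the fit to the listed genes. The adjusted p of Il1rl1 over the listed genes was 0.116 in limma-voom, and it was 0.0578, 0.0548 and 0.0590 in edgeR without Spon. Healing replicate 1, 2 or 4, while without Allograft replicate 5 edgeR gave at most 0.0132 for Il1rl1 and at most 0.00165 for Nr1d1 over 17100 genes.

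The qRT-PCR primers of Nr1d1 match exons 1 and 2 of its transcript of 8 exons and span 113 nt that end 2020 nt from the 3′ end of the mRNA. The primers of Il1rl1 span 295 nt, from 40441350 to 40442447 with an intron between. This stretch is held by the transcripts for membrane-bound ST2, which end at 40465396 and 40465415 and have a coding sequence of 1701 nt, and by those for soluble ST2, which end at 40448148 and 40446723 and have a coding sequence of 1011 nt. The sequencing counts are per gene and do not separate these transcripts.

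**Figure D2:**
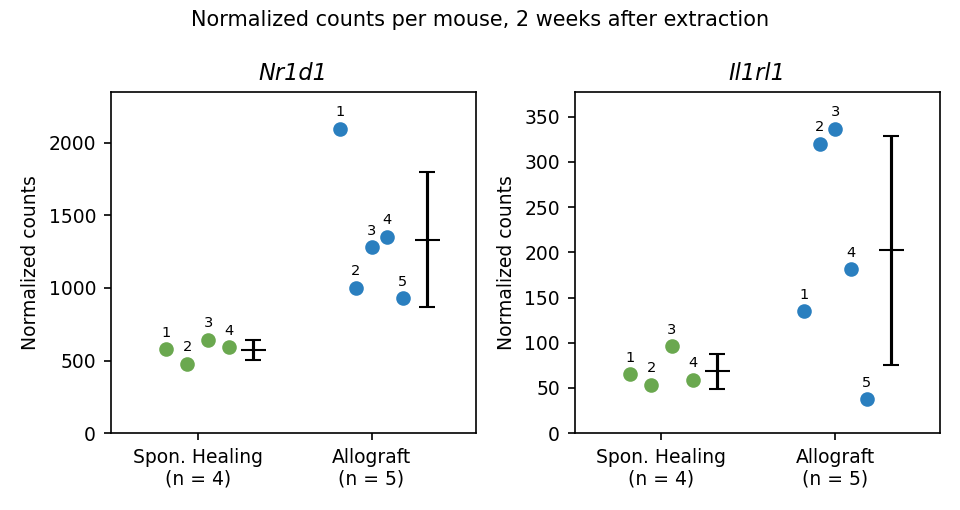
Normalized counts (y axis) of Nr1d1 and Il1rl1 are plotted for each Spon. Healing mouse (n = 4) and each Allograft mouse (n = 5), with replicate numbers beside the points and the mean with SD in black. For Nr1d1 the Allograft mice sit between 927 and 2097, above all Spon. Healing mice, and for Il1rl1 Allograft replicate 5 sits lowest at 37.4.

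**Figure D3:**
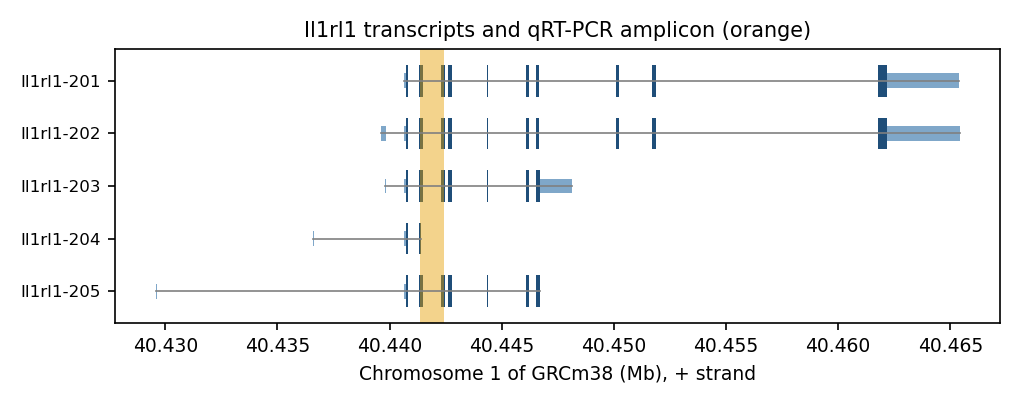
The annotated Il1rl1 transcripts (y axis) are drawn along chromosome 1 of GRCm38 in Mb (x axis), with exons in light blue, coding parts in dark blue and the span of the qRT-PCR amplicon in orange. The amplicon lies upstream of the point where the long transcripts 201 and 202 part from the shorter 203 and 205, and transcript 204, of 375 nt, ends within it and lacks the reverse primer's site.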

We also monitored the changes in mice weight during the experiments, to investigate their rehabilitation after surgery. Allograft treatment mice displayed lower values of body weight post-surgery, compared to the Spon. Healing group (**Figure S1C**) (n=7/group, *p<*0.005).

### Rep-RvD1 administrations improve bone volume and density

Following saline injection in the ABR socket, RvD1 was found in only small amounts (186.82 ± 93.9 pg/ml), indicating no significant endogenous RvD1 production post-surgery or post allograft augmentation. In contrast, the RvD1 treatment sockets exhibited high RvD1 levels (4403.9 ± 1765.4 pg/ml) at 3 hours post administration. However, 1 day post procedure, the RvD1 values dropped significantly to levels similar to the saline groups (146.9 ± 61.5 pg/ml) (**Figure 2A**).

**Figure 2:**
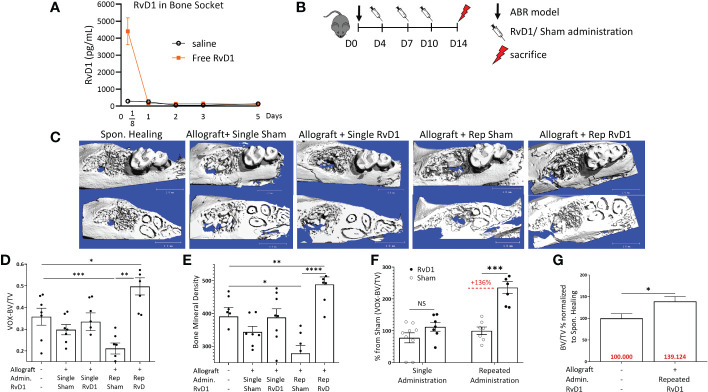
Rep-RvD1 improved bone healing. **(A)** RvD1 concentrations in bone sockets, in different time points (days) post ABR procedure (pg/mL) (n=4-6/group). **(B)** Experimental timeline: 8 weeks old male mice (C57BL n=7/group) were divided into five groups. Control group mice were operated for ABR without allograft implantation (Spon. Healing), an experimental group of mice received allograft combined with RvD1 (60 ug/ml 15 ul) Allograft + single RvD1); the control group of allografts combined with saline (Allograft + single sham). Another experimental group of mice received allograft combined with RvD1 (60 ug/ml 15 ul), in addition to three more intra- palatal RvD1 injections (60 ug/ml 15 ul) in days 4, 7, 10 post-ABR (Allograft + Rep-RvD1), beside the control group which received allograft combined with saline (15 ul), followed with three more intra- palatal saline injections (15 ul) in days 4, 7, 10 post-ABR (Allograft + Rep-sham). All mice were sacrificed in 2 weeks post ABR procedure for radiographic analysis. **(C)** µCT 3- dimensional analysis of the regenerated alveolar bone, the occlusal plane of molars (above images), and the roots plane (below images). **(D)** Bone volume/total volume (BV/TV) numerical evaluation values for all groups. **(E)** Bone mineral density numerical evaluation for all groups. **(F)** BV/TV of RvD1 administration normalized the specific control group (%). **(G)** BV/TV of rep-RvD1 administration combined with allograft normalized to the Spon. Healing control group (%). The asterisk symbol represents a statistical significance *<0.05; **< 0.01; ***< 0.005; **** <0.001 .

Therefore, to maintain an adequate level of RvD1 at the target site, we repeated its gingival administrations 3 more times during the 2 weeks follow-up period (**Figure 2B**) Rep-RvD1 had a significant impact on bone quality parameters when compared to all allograft control groups, especially when compared to its specific control (rep-sham), as displayed by the µCT 3D analysis (**Figure 2C**). Rep-RvD1 elevated BV/TV compared to rep-sham (0.49 ± 0.09 vox vs. 0.21 ± 0.06, *p*=0.007) and to Spon. Healing (0.49 ± 0.09 vox vs. 0.35 ± 0.09 vox, respectively, *p*=0.013) (**Figure 2D**). Single RvD1 treatment displayed no benefit in bone regeneration compared to single-sham control (BV/TV ratio 0.33 ± 0.1 vox vs. 0.29 ± 0.05, respectively, *p*>0.05) (**Figure 2D**). When rep-sham was considered 100%, rep-RvD1 elevated the BV/TV ratio by 135.92% ± 45.98% (*p*= 0.001) (**Figure 2F**). In contrast, when Spon. Healing was considered 100%, rep-RvD1 elevated the BV/TV ratio by 39.12% ± 26.3% (**Figure 2G**).

Rep-RvD1 also elevated the bone mineral content compared to rep-sham (488.48 ± 56.21 vs. 278 ± 59.3, respectively, *p<*0.001) and to Spon. Healing (488.48 ± 56.21 vs. 391.16 ± 67.4, respectively, *p*=0.009) while single RvD1 had no impact on the bone mineral content compared to single sham (379.79 ± 71.3 vs. 343.58 ± 41.7, respectively) (**Figures 2E, F**).

The experiments presented in **Figure 2** clearly show that prolongation of the exposure of bone to RvD1 during healing, results in superior therapeutic effects. However, repeated drug administration has drawbacks since it requires repeated anesthesia and injures the tissue several times (**Figure 2B**). Therefore, it was not surprising to find that the rep-sham control group was associated with poor BV/TV ratios in comparison to single sham treatment (**Figure S2A**). The same trend was reflected also in the bone mineral content (**Figure 2D**). Furthermore, 1 day after the first intra-palatal injection (day 8 post ABR), a significant weight loss was found in repeated RvD1 & sham administration groups, compared to allograft single treatment groups (**Figure S2B**).

### Rep-RvD1 increases allograft osteointegration and enhances bone remodeling at the cellular and molecular level

Following the radiographical analysis, we proceeded with histological evaluation. Allograft particles were observed at two weeks post-implantation, as well as woven bone (**Figure 3A**) Trichrome (Masson) staining distinguished the allograft particles in red and the woven bone in blue. Rep-RvD1 showed higher woven bone content in the alveolar bone defect and improved osteointegration between allograft and new bone (mixed red allograft with new blue bone), in comparison to single allograft treatments with or without RvD1. The rep-sham exhibited sparse collagen fibers, and relatively big allograft particles lacking significant osteointegration with new bone. (**Figure 3B**) Numerical grid evaluation of novel osteoid apposition demonstrate that all allograft treatment groups displayed decreased osteoid apposition compared with Spon. Healing, except rep-RvD1. Rep-RvD1 exhibited statistically significant increased osteoid apposition sites compared with all other groups (**Figure 3D**) This is indicative of enhanced osteoblastic activity *in- vivo*.

**Figure 3:**
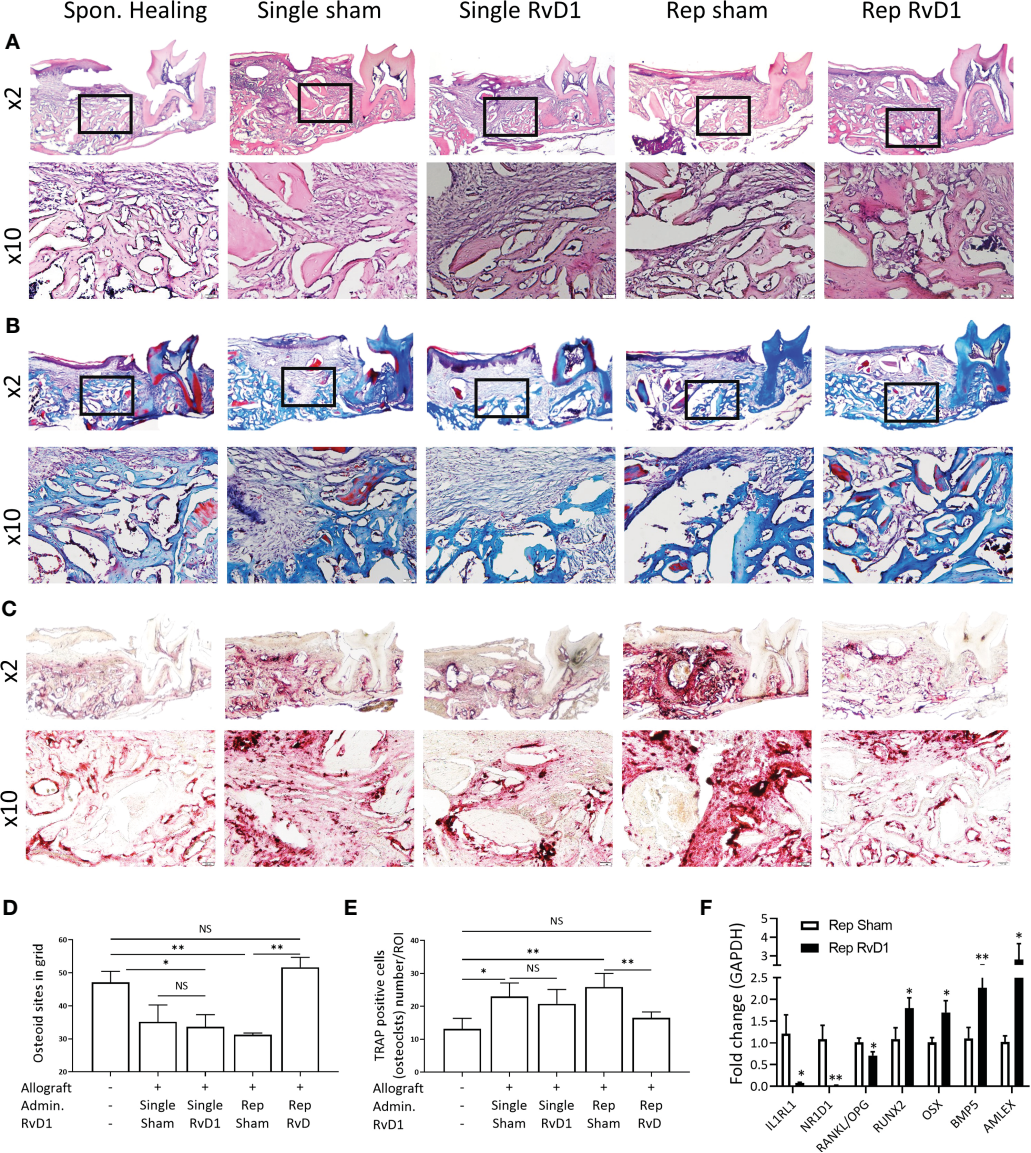
Rep-RvD1 increased osteoid apposition and decreased osteoclasts. Representative histological images are presented at x2 and x10. **(A)** Hematoxylin & Eosin staining. **(B)** Trichrome (Masson) staining. **(C)** TRAP staining. **(D)** Numerical evaluation of *de-novo* osteoid apposition. **(E)** Numerical evaluation of osteoclasts/ROI. **(F)** Fold change of mRNA expression in rep-RvD1 vs. rep-sham bones samples. The asterisk symbol represents a statistical significance *<0.05; **< 0.01.

The osteoclast’s number (TRAP-positive multinuclear cells) was increased in all allograft groups, except in the rep-RvD1 group, in which it dramatically decreased (**Figures 3C, E**).

Following histological and radiographical analysis, we quantified the mRNA expression of key markers *in vivo* to investigate the RvD1 mechanism of action in ABR.

Rep-RvD1 significantly decreased IL1RL1 0.07 ± 0.03 and NR1D1 0.02 ± 0.006 and the RANKL/OPG ratio (0.7 ± 0.15)), compared with rep-sham treatment group (1.2 ± 0.7 *p*= 0.01, 1.08 ± 0.4 *p*=0.005, 1 ± 0.17, *p*=0.02, respectively) (**Figure 3F**).

In contrast, rep-RvD1 enhanced the expression of key markers of osteoblastic differentiation, survival and activity, such as RUNX2 (RUNX Family Transcription Factor 2) (1.79 ± 0.411) and OSX (Osterix) (1.7 ± 0.46), in comparison to rep-sham (1.08 ± 0.45, *p*=0.04 and 1.01 ± 0.15, *p*=0.03, respectively).

In addition, rep-RvD1 increased the expression of anabolic factors, such as BMP-5 (2.26 ± 0.42) and AMELX (Amelogenin) (2.79 ± 1.48) in comparison to rep-sham (1.1 ± 0.43, *p=*0.008 and 1.02 ± 0.24, *p*=0.04, respectively) (**Figure 3F**).

### RvD1 increases OPG expression and the OPG/RANKL ratio in inflammatory environment *in vitro*

To investigate whether RvD1 can modulate osteoblasts in an inflammatory environment (induced by IL-17), the mRNA expression of OPG and RANKL were determined in MC3T3-E1 osteoblasts primary cells line cultured with or without RvD1 (200 nM), for 24 hours (**Figure 4A**). RvD1 rescued the OPG (**Figure 4B**) but did not significantly alter RANKL expression (**Figure 4C**). Consequently, the RANKL/OPG ratio was decreased (**Figure 4D**).

**Figure 4:**
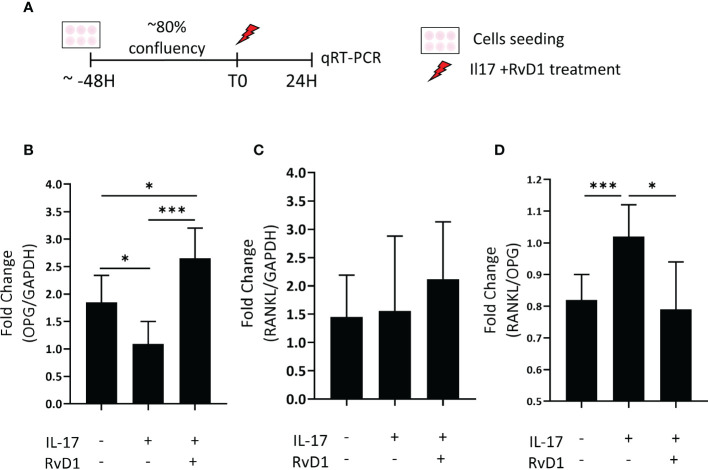
RvD1 increased OPG and decreased the RANKL : OPG ratio expression inflammatory conditions *in vitro.* **(A)** MC3T3E-1 pre-osteoblasts were stimulated with IL-17 (50 nM) with and without RvD1(200 nM) for 24 hours. RNA was extracted from cells followed by RANKL, and OPG mRNA evaluation by qRT-PCR. Unstimulated cells were analyzed as an experimental control group. **(B)** OPG mRNA expression in cells normalized to stimulated cells without RvD1 treatment. **(C)** RANKL mRNA expression in cells normalized to stimulated cells without RvD1 treatment. **(D)** RANKL/OPG ratio mRNA expression in cells normalized to stimulated cells without RvD1 treatment. The asterisk symbol represents a statistical significance *<0.05; ***< 0.005.

### RvD1 increases osteoblasts’ differentiation and calcium deposition *in vitro*

Next, we proved that RvD1 is capable to enhance the expression of osteoblastic key markers of functionality and differentiation.

MC3T3-E1 preosteoblasts were cultured with or without RvD1 200 nM for 21 days (**Figure 5A**). RvD1 increased osteoblastogenesis markers during time: mRNA expression of Runx2 and BSP were observed at a higher level in the RvD1 treatment group on day 7. In most of the time points (days 5, 9, 14, 21) RvD1 treatment upregulated OSX expression compared to the control of the differentiating cell. OC/Bglap2 (osteocalcin/bone gamma-carboxyglutamate (gla) protein 2) exhibited the same trend until day 14. Later OC/Bglap2 expression was significantly downregulated in comparison to differentiating cells control (**Figure 5B**).

**Figure 5:**
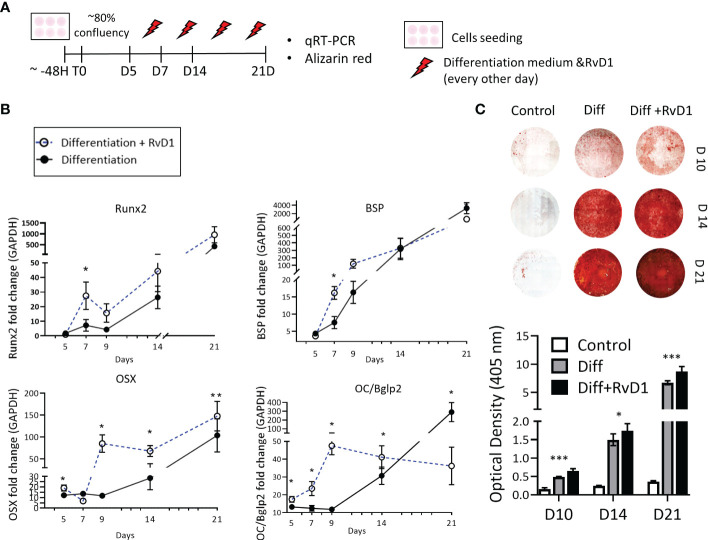
Resolvin D1 increased osteoblasts differentiation and calcium deposition. **(A)** Experimental timeline: MC3T3E-1 pre- osteoblasts cells were plated and treated with differentiation supplemented medium (materials& methods) with and without RvD1 (200 nM) for 21 days. Undifferentiated cells were analyzed as a control group. **(B)** RNA was extracted from cells in time points: days 5, 7, 9, 14, 21 and mRNA expression was detected by qRT-PCR. Runx2, OSX, BSP and OC/BGKAP2mRNA expression normalized to undifferentiated cells control group. **(C)** In 10, 14 and 21 days, cells were blocked in paraformaldehyde 4% and stained for Alizarin red staining (above), and numerical evaluation for Alizarin red optical density in 45 nm was calculated (graph below) (days 10, 14 21, N=5-6/group). The asterisk symbol represents a statistical significance *<0.05; **< 0.01; ***< 0.005.

The extracellular calcium deposit was stained *via* Alizarin-red staining for 10, 14 and 21 days. Differentiated cells that were treated with RvD1 exhibited redder plaques in day 10, and darker staining at days 14 and 21, indicating higher accumulative calcium layers in the well. Undifferentiated cells were slightly reddish as a control. Alizarin red optical density in 405 nm numerical values revealed increased calcium staining in RvD1 differentiated cells compared to the differentiated cells control group (**Figure 5C**) (days 10, 14 n=6, day 21 n=5 * *P<*0.05 *** *P<* 0.005).

## Discussion

The results of our study indicate that in addition to control of inflammation and to the anti-catabolic effect, repeated administration of RvD1 has a bone regenerative effect, *via* enhanced osteoblasts differentiation and secretion of anabolic factors.

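No member of 3 lists of bone cell genes was among the 98 listed genes. None of 29 genes of osteoblasts and bone matrix (Runx2, Sp7, Col1a1 and Bglap among them), of 8 osteocyte genes (such as Sost and Dmp1) or of 16 osteoclast genes (such as Acp5 and Ctsk) was listed, so each of them had an adjusted p of 0.1 or more in the authors' comparison or was not tested there. With 98 of 17100 genes listed, this does not show that they were unchanged. Creb3l1, which drives type I collagen in osteoblasts, was in the ER list only. It rose with a log2 fold change of 0.57 (adjusted p = 0.00470 from edgeR) and was singled out after its value was seen. Col11a1, a chain of the type XI collagen of cartilage, was the 1 listed gene of 15 chondrocyte genes and rose from 6491 ± 1125 normalized counts in Spon. Healing (SD, n = 4) to 9207 ± 1341 in Allograft (SD, n = 5). This is a log2 fold change of 0.50 (standard error 0.18, adjusted p = 0.0136 from edgeR), and whether Col11a1 passes when adjusted over the chondrocyte list alone is not determined. Loxl2, an enzyme that cross-links collagen, was the 1 listed gene of 20 genes of fibroblasts and periodontal ligament and rose from 1944 ± 428 (SD, n = 4) to 3153 ± 665 (SD, n = 5). Its log2 fold change was 0.70 (standard error 0.17, adjusted p = 0.00316 from edgeR), it passed when adjusted over the list alone, and Spon. Healing replicate 1 (2580) stood above the other Spon. Healing libraries (1652 to 1783). Since Loxl2 was chosen for a difference, its pass over the list alone is not independent evidence. Col11a1 and Loxl2 were also the 2 listed members of 34 genes of epithelial-mesenchymal transition, of which at least 1 passed when adjusted over the list alone. None of 8 genes of ameloblasts and odontoblasts was listed. With TMM factors computed over the listed genes, chosen after seeing the data, the adjusted p was 0.350 for Col11a1 and 0.106 for Loxl2.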

In the mRNA sequencing analysis, there were no significant pathways or prominent genes specifically related to bone. In contrast, allograft increased the expression of inflammatory markers, IL1RL1 and NR1D1, which might explain the delay in bone healing at this time point. 

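Il1rl1 was the 1 listed gene out of 32 inflammatory cytokines, chemokines and receptors, and also the 1 listed gene out of 17 markers of type 2 immunity and mast cells, and whether it passes when adjusted over either list alone is not determined. Its ligand gene Il33 and the cytokine genes Il1b, Il6 and Tnf were not listed, and neither were the type 2 cytokine genes Il4, Il5 and Il13 or the mast cell genes Cpa3 and Kit. None of 18 neutrophil genes, 18 genes of macrophages and monocytes, 16 genes of T and NK cells and 17 genes of B and plasma cells was listed. Only 98 of 17100 genes were listed, and an unlisted gene had an adjusted p of 0.1 or more in the authors' comparison or was not tested. Absence from the list therefore does not show that these genes were unchanged. Nr1d1 belongs to the 22 genes of the circadian clock and its output, of which 3 were listed, and all 3 passed when adjusted over the list alone. These 3 were chosen for a difference between these libraries and seen in Figure 1E before the list was written. Their pass is therefore not independent evidence. The other listed members fell in Allograft while Nr1d1, a repressor of clock genes, rose. Per2, a core clock gene, fell from 297 ± 86.3 normalized counts (SD, n = 4) to 154 ± 55.5 (SD, n = 5), a log2 fold change of -0.94 (standard error 0.25, adjusted p = 0.00441 from edgeR). Tef, a transcription factor of clock output, fell from 1032 ± 150 (SD, n = 4) to 762 ± 104 (SD, n = 5), a log2 fold change of -0.43 (standard error 0.13, adjusted p = 0.00591 from edgeR). Of 12 clock genes that peak near the change from light to dark, Per2 and Tef were the 2 listed and both fell (2 when adjusted over the list alone), and none of 6 that peak near the change from dark to light was listed. With p-values adjusted over 17100 genes no member of these lists had an upper bound under 0.05 in edgeR or limma-voom, which leaves open whether any passes. Each listed one had an unadjusted p under 0.05 in edgeR, as did 96 of all 97 tested genes, so this is not particular to them. Nr1d1 passed in DESeq2 over 17100 genes. From the higher expression of IL1RL1 and NR1D1 in Allograft, which it names inflammatory markers, the paper proposes that their expression might account for the delay in bone healing 2 weeks after the procedure.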

IL1RL1 is coding to ST2 protein, (the receptor of IL-33) which is usually related to TH2 cells (34, 35). The literature provides conflicting evidence regarding ST2’s effect on bone. Some studies showed that ST2 is mediating human degenerative diseases associated with bone and cartilage destruction (36, 37). NR1D1 is overexpressed in osteoarthritis, in which it negatively regulates the expression of OPG and decreases osteoblasts differentiation (26).

We decided to limit the duration of the experiment at 2 weeks post implantation, as we intended to study the effect of RvD1 before bone regeneration. This was based on our previous study, in which we showed that bone healing was impaired in presence of allograft particles at 2 weeks post implantation, whereas at 6 weeks regeneration already occurred (24).

A single administration of RvD1 did not improve bone regeneration and allograft osteointegration, probably because of its relatively short-term effect, as shown by its fast clearance from the site of administration (**Figure 2A**) The kinetics experiment showed that RvD1 was flushed away in less than 24 hours. These results are supportive of previous reports on RvD1 pharmacokinetics (38).

Our working hypothesis was that repeated administration (Rep-RvD1) will result in longer exposure of the bone to RvD1 and therefore it will improve its therapeutic efficacy. To prolong RvD1’s presence near the alveolar bone socket we conducted three sub-gingival injections.

Repeated administration of RvD1 increased BV/TV not only compared with allograft implantation treatment groups, but also compared with Spon. Healing. Additionally, RvD1 increased *de-novo* osteoid apposition.

Previous attempts to improve bone healing with RvD1 were made. Xiaofeng et al. demonstrated improved bone healing in rat-calvaria model. Rats were treated with collagen scaffolds, in addition to weekly subcutaneous (SC) injections of RvD1 (39). Subcutaneous tissue enables slow release of molecules due to its special tissue architecture and its combination with collagen scaffolds, thereby reducing the need for frequent injections and their related side effects. In contrast, in our study RVD1 was injected into attached gingiva, a vascular and sparse tissue which allows rapid dissipation. In addition, we aimed to investigate the RvD1 local effect and therefore we chose to administrate it locally and not SC.

So far, resolvins, in general and RvD1 in particular, were mentioned as beneficials in bone degeneration conditions, due to their anti-inflammatory effect (12–15, 18). Vasconcelos et al. showed that chitosan porous 3D scaffolds embedded with RvD1 improved bone healing (17). They showed that RvD1 preserved bone by a traditional effect of immunomodulation and not by an active anabolic process.

Our results provide further support for these findings, as we show that rep-RvD1 decreases the IL1RL1 and NR1D1 expression, which are both inflammatory indicators that were increased following allograft implantation.

Furthermore, we show for the first time a direct anabolic effect of RvD1 *in vivo* & *in vitro*. Rep-RvD1 increased RUNX2, OSX, BMP-5 and Amlex expression compared to rep-sham*, in-vivo*. Runx2 is a well-known factor of osteoblasts differentiation, bone formation, and mineralization (40). Runx2 is crucial for optimal bone metabolism in many bone conditions and is considered one of the master markers of osteoblastic activity. Increased Runx2 expression *in vivo* is correlative with improved bone parameters, as demonstrated in this research and supported by previous data (40, 41). OSX is also expressed in osteoblast- lineage cells and serves as a transcription factor that induces the expression of collagen type1, osteocalcin (OC) and Bone sialoprotein (BSP) (41, 42). BMP5 inhibits osteoclastogenesis (43) and promotes osteogenesis (44). AMLEX is a growth factor-like molecule expressed in alveolar bone, long bone and cartilage and is associated with enhanced osteogenic differentiation (45).

*In vitro*, repeated administration of RvD1 directly increased osteoblasts differentiation. Known osteoblastogenesis markers (40, 46), indicative of osteoblastic activity were evaluated, as well as the calcified matrix that was secreted from the cells. RvD1 multiplied the expression of RUNX2 by almost 4 and doubled the expression of BSP on day 7. OSX and OC/Bglap were also significantly increased in most of the time points, except for a decrease in OC/Bglap2 on day 21. Differentiated cells that were treated with RvD1 demonstrated higher mineralized extracellular matrix, and higher optical density compared with differentiated osteoblasts without RvD1. These results are in contrast to Coetzee et al., which showed that arachidonic acid and docosahexaenoic acid did not enhance MCT3E1 cell differentiation into osteoblasts after 48 hours (47). However, in our experiment we tested the MCT3E1 cell differentiation for a longer period, by utilizing the continuous effect of repeated administration of RvD1.

Our results support the well-known RvD1 anti-catabolic effect, since Rep-RvD1 decreased the osteoclast’ number compared to all allograft controls. The TRAP analysis revealed that osteoclasts numbers increased in all allograft groups compared with Spon. Healing, supporting previous study in dogs, which showed that when tooth extraction sockets were filled with Bio-oss collagen grafts, osteoclasts were involved in graft incorporation (48).

Moreover, RvD1 had a significant effect on RANKL/OPG ratio *in vitro*, a pivotal pathway for osteoclastogenesis induction. IL-17 inflammatory environment increased RANKL/OPG ratio, while the presence of RvD1 significantly reduced this ratio, thus decreasing osteoclastic activity. These findings are in concordance to previous studies on RvE1. Gao et al. showed that RvE1 increased the balance of OPG secretion levels from osteoblasts in IL-6 inflammatory conditions (18), while Funaki et al. reported a decreased RANKL expression in osteoblasts cultured with Il-17, without a change in OPG expression (49).

The dual role of RvD1 in bone regeneration is summarized in a scheme (**Figure 6**). Firstly, RvD1 indirectly reduces osteoclastogenesis by elevating the OPG secretion from pre-osteoblasts without altering RANKL secretion, thereby decreasing RANKL/OPG ratio. Secondly, RvD1 has an anabolic effect as it increases osteoblastogenesis *in vitro* and allograft osteointegration and new bone formation, *in vivo*.

**Figure 6:**
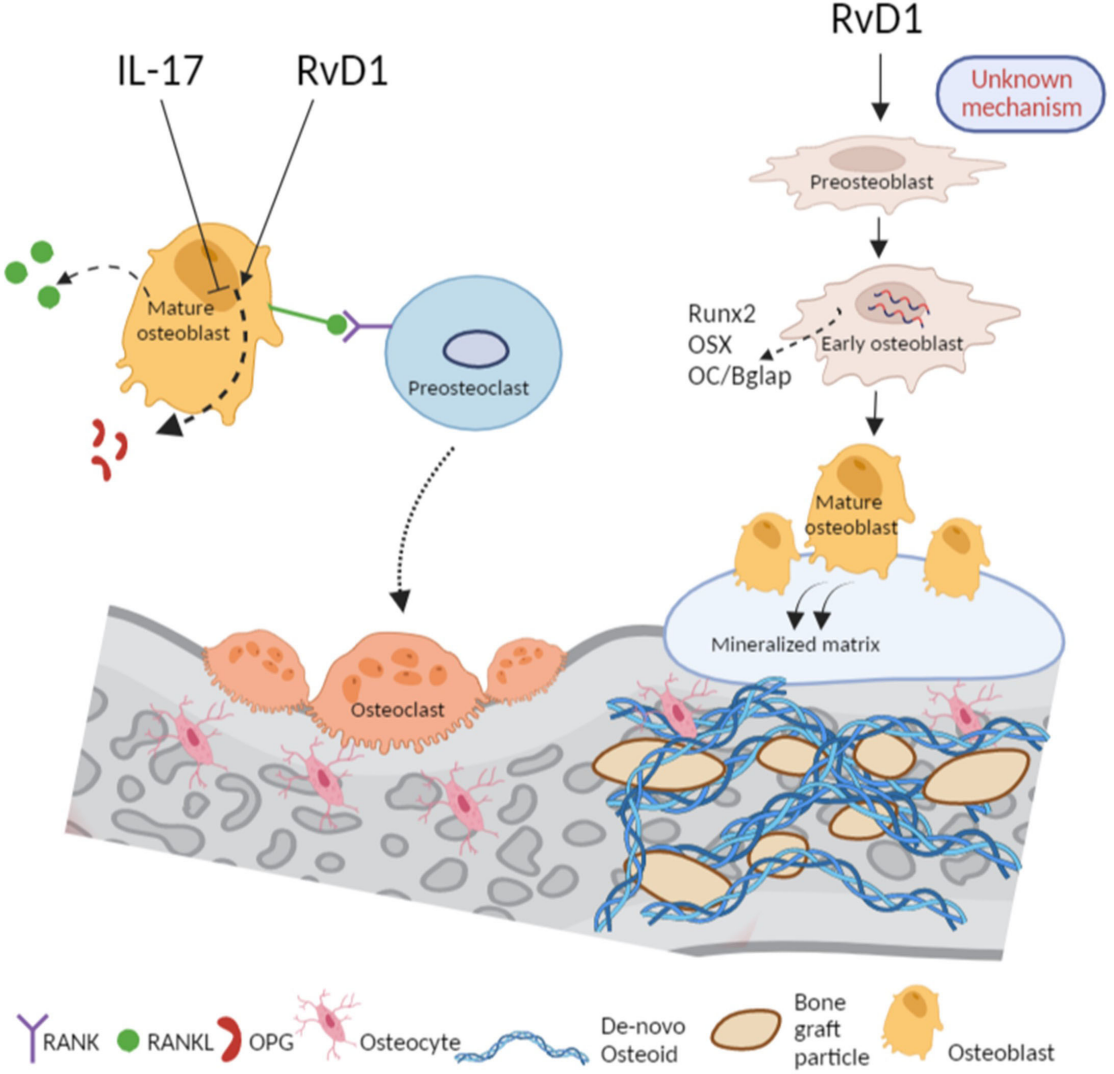
RvD1 promotes bone healing *via* inhibition of osteoclastogenesis and accelerating osteoblastogenesis. RvD1 controls bone healing *via* dual mechanisms: From left, in proinflammatory conditions of IL-17, the RANKL/OPG ratio is increased following a decrease of OPG thus, promoting osteoclastogenesis. In contrast, and in spite of the presence of IL-17 in the medium, RvD1 increases OPG secretion from osteoblasts, thus, leading to reduction of RANKL/OPG ratio and osteoclastogenesis inhibition. From right, RvD1 as an adjuvant in the medium of vitro cell culture of preosteoblasts directly effects them to express higher osteogenesis markers such as Runx2, OSX and OC/Bglap. Therefore, RvD1 accelerates the development of osteoblasts and their secretion of calcified matrix. *In vivo*, RvD1 enhances the apposition of osteoid and improves bone regeneration. The figure was created with Biorender.

To the best of our knowledge, we are the first to demonstrate that RvD1 positively and directly affects osteoblast function, as manifested through increased expression of osteoblasts key markers of differentiation and through enhanced secretion of bone matrix. Although future experiments are needed to further unravel its mechanism of action on osteoblasts, this novel result is of significance to the osteoimmunology field and expands the potential clinical uses of RvD1.

Despite these encouraging results, the use of the repetitive administration has several drawbacks. Firstly, it impaired bone healing by almost 30% when compared to single sham treatment (**Supplementary Figure A**), due to repeated injury to the healing tissues (50). Subsequently, although rep-RvD1 improved bone healing by~130% compared with rep-sham, it only increased the BV/TV ratio by 36% compared with Spon. Healing control (**Figure 2G**). Secondly, repeated administration requires repetitive anesthesia, which weakened the mice and led to weight loss (**Supplementary Figure 2F**) (51). We assume that repeated anesthesia decreased motor activity and food consumption (52) and inflicted intra-oral pain. Thirdly, repetitive administrations are also not clinically viable (53, 54).

Despite these limitations, our study demonstrates that prolonged exposure of bone tissue to RvD1 has an anabolic effect and enhances bone regeneration *via* a dual mechanism: inhibition of osteoclasts and promotion of differentiation and functionality of osteoblasts.

## Conclusion

1. A single administration of RvD1 as-is has no therapeutic effect due to its rapid clearance from the administration site.
2. Prolonged exposure of bone to RvD1 can overcome this limitation, but is associated with side effects.
3. Repeated RvD1 administration has a bone regenerative effect *via* a dual mechanism: suppression of osteoclastogenesis and enhanced osteoblasts differentiation and functionality and secretion of anabolic factors.

RvD1 bioagent possesses promising features that justify further research on its potential integration in various bone related fields such as implantology, degenerative diseases and treatment of non-union fractures. Due to the downsides of repeated injections, future studies should aim to develop an RvD1 sustained release delivery system which will reduce treatment frequency and the associated damage, while preserving the clinical therapeutic effectiveness.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE224195 (GEO).

## Ethics statement

The animal study was reviewed and approved by Animal Care and Use Committee of the Hebrew University.

## Author contributions

NP- Contributed to the conception, study design, data acquisition, interpretation, drafted and critically revised the manuscript. YK- Contributed to the conception, study design, interpretation, and critically revised the manuscript. ED- Contributed to the conception, interpretation and critically revised the manuscript. DP- Contributed to the conception, interpretation and critically revised the manuscript. DS- Contributed to the conception and study design. YKH Contributed to the conception and study design and critically revised the manuscript. GM- Contributed to the conception and study design. YB- Contributed to the conception study design, interpretation and critically revised the manuscript. SC- Contributed to the conception study design, interpretation and critically revised the manuscript. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1
**(A)** Weight increase (% from the initial weight) in days 4, 7, and 14 post ABR Figure

Supplementary Figure 2
**(A)** Bone volume/total volume (BV/TV) of rep-sham administration normalized to single sham administration. **(B)** Weight increase (% from the initial weight) in days 4, 7, 8 and 14 post-ABR of all groups.

## References

[1] FessehaHFessehaY. Bone grafting, its principle and application: A review. Osteol Rheumatol Open J (2020) 1(1):43–50. doi: 10.17140/ORHOJ-1-113

[2] PeresJALamanoT. Strategies for stimulation of new bone formation: A critical review. Braz Dental J (2011) 22(6). doi: 10.1590/S0103-64402011000600001 22189637

[3] ZhangMMatinlinnaJPTsoiJKHLiuWCuiXLuWW. Recent developments in biomaterials for long-bone segmental defect reconstruction: A narrative overview. J Orthopaedic Transl (2020) 22:26–33. doi: 10.1016/j.jot.2019.09.005 PMC723195432440496

[4] KowalczewskiCJSaulJM. Biomaterials for the delivery of growth factors and other therapeutic agents in tissue engineering approaches to bone regeneration. Front Pharmacol (2018) 9. doi: 10.3389/fphar.2018.00513 PMC598690929896102

[5] PhanTCAXuJZhengMH. Interaction between osteoblast and osteoclast: Impact in bone disease. Histol Histopathol (2004) 19:4. doi: 10.14670/HH-19.1325 15375775

[6] KrishnakumarGSRoffiARealeDKonEFilardoG. Clinical application of bone morphogenetic proteins for bone healing: a systematic review. Int Orthopaedics (2017) 41(6):1073–83. doi: 10.1007/s00264-017-3471-9 28424852

[7] SkovrljBKoehlerSMAndersonPAQureshiSAHechtACIatridisJC. Association between BMP-2 and carcinogenicity. Spine (2015) 40(23):1862–71. doi: 10.1097/BRS.0000000000001126 PMC742315826274524

[8] BachDHParkHJLeeSK. The dual role of bone morphogenetic proteins in cancer. Mol Ther - Oncol (2018) 8:1–13. doi: 10.1016/j.omto.2017.10.002 PMC572337329234727

[9] BahtGSViLAlmanBA. The role of the immune cells in fracture healing. Curr Osteoporosis Rep (2018) 16(2):138–45. doi: 10.1007/s11914-018-0423-2 PMC586627229508143

[10] ThomasMVPuleoDA. Infection, inflammation, and bone regeneration: A paradoxical relationship. J Dental Res (2011) 90(9):1052–61. doi: 10.1177/0022034510393967 PMC316987921248364

[11] KainVIngleKAColasRADalliJPrabhuSDSerhanCN. Resolvin D1 activates the inflammation resolving response at splenic and ventricular site following myocardial infarction leading to improved ventricular function. J Mol Cell Cardiol (2015) 84:24–35. doi: 10.1096/fasebj.29.1_supplement.285.4 PMC446804725870158

[12] BenabdouneHRondonEPShiQFernandesJRangerPFahmiH. The role of resolvin D1 in the regulation of inflammatory and catabolic mediators in osteoarthritis. Inflam Res (2016) 65(8):635–45. doi: 10.1007/s00011-016-0946-x 27056390

[13] MurakamiK. Potential of specialized pro-resolving lipid mediators against rheumatic diseases. Japanese J Clin Immunol (2016) 39(3):155–63. doi: 10.2177/jsci.39.155 27320930

[14] NorlingLVHeadlandSEDalliJArnardottirHHHaworthOJonesHR. Proresolving and cartilage-protective actions of resolvin D1 in inflammatory arthritis. JCI Insight (2016) 1(5). doi: 10.1172/jci.insight.85922 PMC485530327158677

[15] BenabdounHAKulbayMRondonEPVallièresFShiQFernandesJ. *In vitro* and *in vivo* assessment of the proresolutive and antiresorptive actions of resolvin D1: Relevance to arthritis. Arthritis Res Ther (2019) 21(1):72. doi: 10.1186/s13075-019-1852-8 30867044PMC6416871

[16] KleinYShani-KdoshimSMaimonAFleissigOLevin-TalmorOMeirowY. Bovine bone promotes osseous protection *via* osteoclast activation. J Dent Res (2020) 99(7):820–9. doi: 10.1177/0022034520911647 32167856

[17] VasconcelosDPCostaMNevesNTeixeiraJHVasconcelosDMSantosSG. Chitosan porous 3D scaffolds embedded with resolvin D1 to improve in vivo bone healing. J BioMed Mater Res - Part A. (2018) 106(6):1626–33. doi: 10.1002/jbm.a.36370 29453815

[18] GaoLFaibishDFredmanGHerreraBSChiangNSerhanCN. Resolvin E1 and chemokine-like receptor 1 mediate bone preservation. J Immunol (2013) 190(2):689–94. doi: 10.4049/jimmunol.1103688 PMC353896423241890

[19] SteffensJPHerreraBSCoimbraLSStephensDNRossaCSpolidorioLC. Testosterone regulates bone response to inflammation. Horm Metab Res (2014) 46(3):193–200. doi: 10.1055/s-0034-1367031 PMC452292324526374

[20] NattoZSParashisASteffensenBGangulyRFinkelmanMDJeongYN. Efficacy of collagen matrix seal and collagen sponge on ridge preservation in combination with bone allograft: A randomized controlled clinical trial. J Clin Periodontol (2017) 44(6):649–59. doi: 10.1111/jcpe.12722 28303642

[21] MarttilaEGrönholmLSaloniemiMRautemaa-RichardsonR. Prevalence of bacteraemia following dental extraction–efficacy of the prophylactic use of amoxicillin and clindamycin. Acta Odontol Scand (2021) 79(1):25–30. doi: 10.1080/00016357.2020.1768285 32449864

[22] SteinerGGFrancisWBurrellRKalletMPSteinerDMMaciasR. The healing socket and socket regeneration. Compend Contin Educ Dent (2008) 29(2):114–6.18429427

[23] KleinYLevin-talmorOBerksteinJGWaldSMeirowYMaimonA. Resolvin D1 shows osseous- protection *via* RANK reduction on monocytes during orthodontic tooth movement. Front Immunol. (2022) 13:1–14. doi: 10.3389/fimmu.2022.928132 PMC958545236275768

[24] KleinYKunthawongNFleissigOCasapNPolakDChaushuS. The impact of alloplast and allograft on bone homeostasis: Orthodontic tooth movement into regenerated bone. J Periodontol (2020) 91(8):1067–75. doi: 10.1002/JPER.19-0145 31887228

[25] KleinYFleissigOStabholzAChaushuSPolakD. Bone regeneration with bovine bone impairs orthodontic tooth movement despite proper osseous wound healing in a novel mouse model. J Periodontol (2019). doi: 10.1002/JPER.17-0550 30059146

[26] HiraiTTanakaKTogariA. α1B -adrenergic receptor signaling controls circadian expression of Tnfrsf11b by regulating clock genes in osteoblasts. Biol Open (2015) 4(11):1400–9. doi: 10.1242/bio.012617 PMC472834326453621

[27] BouxseinMLBoydSKChristiansenBAGuldbergREJepsenKJMüllerR. Guidelines for assessment of bone microstructure in rodents using micro-computed tomography. J Bone Miner Res (2010) 25(7):1468–86. doi: 10.1002/jbmr.141 20533309

[28] KuroshimaSKovacicBLKozloffKMMcCauleyLKYamashitaJ. Intra-oral PTH administration promotes tooth extraction socket healing. J Dent Res (2013). doi: 10.1177/0022034513487558 PMC365475923611925

[29] KleinYFleissigOPolakDBarenholzYMandelboimOChaushuS. Immunorthodontics: *In vivo* gene expression of orthodontic tooth movement. Sci Rep (2020) 10(1):8172. doi: 10.1038/s41598-020-65089-8 32424121PMC7235241

[30] HashimshonyTSenderovichNAvitalGKlochendlerAde LeeuwYAnavyL. CEL-Seq2: sensitive highly-multiplexed single-cell RNA-seq. Genome Biol (2016) 17(1):1–7. doi: 10.1186/s13059-016-0938-8 27121950PMC4848782

[31] FengYSuLZhongXWeiGXiaoHLiY. Exendin-4 promotes proliferation and differentiation of MC3T3-E1 osteoblasts by MAPKs activation. J Mol Endocrinol (2016). doi: 10.1530/JME-15-0264 26647389

[32] BayraktarSJungbluthPDeenenRGrassmannJSchneppendahlJEschbachD. Molecular- and microarray-based analysis of diversity among resting and osteogenically induced porcine mesenchymal stromal cells of several tissue origin. J Tissue Eng Regener Med (2018). doi: 10.1002/term.2375 PMC581181527966263

[33] GlueckMGardnerOCzekanskaEAliniMStoddartMJSalzmannGM. Induction of osteogenic differentiation in human mesenchymal stem cells by crosstalk with osteoblasts. Biores Open Access (2015) 4(1):121–30. doi: 10.1089/biores.2015.0002 PMC449764526309789

[34] GriesenauerBPaczesnyS. The ST2/IL-33 axis in immune cells during inflammatory diseases. Front Immunol (2017) 8:475. doi: 10.3389/fimmu.2017.00475 28484466PMC5402045

[35] LiJTanJMartinoMMLuiKO. Regulatory T-cells: Potential regulator of tissue repair and regeneration. Front Immunol (2018) 9. doi: 10.3389/fimmu.2018.00585 PMC589015129662491

[36] MurphyGEJXuDLiewFYMcInnesIB. Role of interleukin 33 in human immunopathology. Ann Rheum Dis (2010) 69. doi: 10.1136/ard.2009.120113 19995743

[37] XuDJiangHRKewinPLiYMuRFraserAR. IL-33 exacerbates antigen-induced arthritis by activating mast cells. Proc Natl Acad Sci USA (2008) 105(31). doi: 10.1073/pnas.0801898105 PMC249148718667700

[38] YellepeddiVKParasharKDeanSMWattKMConstanceJEBakerOJ. Predicting resolvin D1 pharmacokinetics in humans with physiologically-based pharmacokinetic modeling. Clin Transl Sci (2021) 14(2):683–91. doi: 10.1111/cts.12930 PMC799325733202089

[39] JiangXLiuJLiSQiuYWangXHeX. The effect of resolvin D1 on bone regeneration in a rat calvarial defect model. J Tissue Eng Regener Med (2022) 16(11):987–97. doi: 10.1002/term.3345 PMC980477735980287

[40] WuHWhitfieldTWGordonJARDobsonJRTaiPWLvan WijnenAJ. Genomic occupancy of Runx2 with global expression profiling identifies a novel dimension to control of osteoblastogenesis. Genome Biol (2014) 15(3):1–17. doi: 10.1186/gb-2014-15-3-r52 PMC405652824655370

[41] LiuQLiMWangSXiaoZXiongYWangG. Recent advances of osterix transcription factor in osteoblast differentiation and bone formation. Front Cell Dev Biol (2020) 8:601224. doi: 10.3389/fcell.2020.601224 33384998PMC7769847

[42] RathBNamJKnoblochTJLannuttiJJAgarwalS. Compressive forces induce osteogenic gene expression in calvarial osteoblasts. J Biomech (2008) 41(5):587–92. doi: 10.1016/j.jbiomech.2007.11.024 PMC229154718191137

[43] LademannFHofbauerLCRaunerM. The bone morphogenetic protein pathway: The osteoclastic perspective. Front Cell Dev Biol (2020) 8(October). doi: 10.3389/fcell.2020.586031 PMC759738333178699

[44] YazawaMKishiKNakajimaHNakajimaT. Expression of bone morphogenetic proteins during mandibular distraction osteogenesis in rabbits. J Oral Maxillofac Surg (2003). doi: 10.1053/joms.2003.50116 12730838

[45] WangFOkawaHKamanoYNiibeKKayashimaHOsathanonT. Controlled osteogenic differentiation of mouse mesenchymal stem cells by tetracycline-controlled transcriptional activation of amelogenin. PloS One (2015). doi: 10.1371/journal.pone.0145677 PMC469254526709694

[46] FuCYangXTanSSongL. Enhancing cell proliferation and osteogenic differentiation of MC3T3-E1 pre-osteoblasts by BMP-2 delivery in graphene oxide-incorporated PLGA/HA biodegradable microcarriers. Sci Rep (2017) 7(1):12549.2. doi: 10.1038/s41598-017-12935-x 28970533PMC5624967

[47] CoetzeeMHaagMKrugerMC. Effects of arachidonic acid and docosahexaenoic acid on differentiation and mineralization of MC3T3-E1 osteoblast-like cells. Cell Biochem Funct (2009) 27:3–11. doi: 10.1002/cbf.1526 19107879

[48] AraújoMGLiljenbergBLindheJ. Dynamics of bio-oss® collagen incorporation in fresh extraction wounds: An experimental study in the dog. Clin Oral Implants Res (2010) 21(1):55–64. doi: 10.1111/j.1600-0501.2009.01854.x 20070748

[49] FunakiYHasegawaYOkazakiRYamasakiASuedaYYamamotoA. Resolvin E1 inhibits osteoclastogenesis and bone resorption by suppressing IL-17-induced RANKL expression in osteoblasts and RANKL-induced osteoclast differentiation. Yonago Acta Med (2018) 61(1):8–18. doi: 10.33160/yam.2018.03.002 PMC587172129599617

[50] EmingSAMartinPTomic-CanicM. Wound repair and regeneration: Mechanisms, signaling, and translation. Sci Trans Med (2014) 6:265. doi: 10.1126/scitranslmed.3009337 PMC497362025473038

[51] DholakiaUClark-PriceSCKeatingSCJSternAW. Anesthetic effects and body weight changes associated with ketamine-xylazine-lidocaine administered to CD-1 mice. PloS One (2017) 12(9). doi: 10.1371/journal.pone.0184911 PMC559903428910423

[52] BajwaNMLeeJBHalaviSHartmanREObenausA. Repeated isoflurane in adult male mice leads to acute and persistent motor decrements with long-term modifications in corpus callosum microstructural integrity. J Neurosci Res (2019) 97(3):332–45. doi: 10.1002/jnr.24343 30394562

[53] SaperovVN. Cooperation with patients - guarantee of successful treatment. Clin Med (Russ J) (2020) 94(7). doi: 10.18821/0023-2149-2016-94-7-554-559 30289223

[54] Walters-SalasT. The challenge of patient adherence. Bariatric Nurs Surg Patient Care (2012) 17. doi: 10.1089/bar.2012.9960

# Supplementary material for: Resolvin D1 improves allograft osteointegration and directly enhances osteoblasts differentiation
**Source:** Front Immunol. 2023 Feb 27;14:1086930. doi: 10.3389/fimmu.2023.1086930
**Supplement:** Supplementary file 1

Gene	Primer Sequence 5' → 3'
**NR1D1**	
Forward	ACGACCCTGGACTCCAATAA
Reverse	CCATTGGAGCTGTCACTGTAGA
**IL1RL1**	
Forward	ACGCTCGACTTATCCTGTGG
Reverse	CAGGTCAATTGTTGGACACG
**OPG**	
Forward	TGGAACCCCAGAGCGAAACA
Reverse	GCAGGAGCCAAATGTGCTG
**RANKL**	
Forward	TGTACTTTCGAGCGCAGATG
Reverse	AGGCTTGTTTCATCCTCCTG
**Runx2 a**	
Forward	TCCACCACGCCGCTGTCT
Reverse	TCAGTGAGGGATGAAATGCT
**OSX**	
Forward	CCCTTCTCAAGCACCAATGG
Reverse	AGGGTGGGTAGTCATTTGCATAG
**OC/BGLP2**	
Forward	CTGACAAAGCCTTCATGTCCAA
Reverse	GCGCCGGAGTCTGTTCACTA
**GAPDH**	
Forward	TTGATGGCAACAATCTCCAC
Reverse	CGTCCCGTAGACAAAATGGT

How the deposited data were processed for this re-analysis (not part of the article)

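Bulk RNA of maxillary bone was compared between 4 Spon. Healing and 5 Allograft mice. The authors removed low-quality read ends, adapters and poly-A with cutadapt (quality 10, reads of at least 28 nt), aligned the reads to GRCm38 with Ensembl release 99 annotation using TopHat with up to 2 mismatches, and counted reads on the gene's strand with htseq-count at a mapping quality of at least 10. The libraries were CEL-Seq2 libraries made from 2 ng of RNA, and the versions of these tools are not given in the paper's text. The authors then ran DESeq2 without independent filtering on genes with a mean count of at least 3 and called genes at an adjusted p under 0.1.

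The deposited values analysed here are whole-number raw counts, the normalized signal (raw counts divided by 1 DESeq2 size factor per library, checked as 1 constant ratio in each library), and the authors' mean signal, log2 fold change with its standard error, Wald score, p-value and adjusted p-value, each for 98 genes. Every one of the 98 adjusted p-values is under 0.1 and equals a Benjamini-Hochberg adjustment over 17100 genes within a relative tolerance of 1e-09. The authors' mean signal differed by more than 1% from the mean of the 9 libraries in 86 genes, and for Gm47356 it requires at least 17 libraries, so at least 8 further libraries entered the authors' normalization or fit. Their counts were not used here. Sums over the 98 genes are not depths, and the depth of each library is not known here. Intervals and floors cover counting error only, and a count of 0 was given a floor of 3 counts over the group.

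Raw counts were compared in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood fit with robust set, no covariates), scaled by the authors' size factors. The edgeR test returns no standard error. The standard errors given for it are the absolute log2 fold change divided by the square root of the test's F statistic. The TMM scaling set at the start was replaced, since it cannot be estimated from genes chosen for a change. Of the 98 genes, 97 had a mean of at least 3 counts over the 9 libraries and were tested, p-values were adjusted over these 97 genes by Benjamini-Hochberg, and the threshold was an adjusted p of 0.05. Tested on simulated data of 97 genes, where 20 genes each were given folds of 1.5, 2 and 4, the fit called 2.57% of unchanged genes, 63% at 1.5-fold, 98.75% at 2-fold and 100% at 4-fold, over 20 runs. The simulation gave all genes the same dispersion (0.0448) and did not choose genes for a difference between the groups. Its rates therefore do not carry over to the listed genes, which differ in spread and were chosen for a difference. Exact permutation tests compared single genes between the groups, two-sided, with a smallest possible p of 0.0159.

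Named genes were set by a rule written before the data were examined and after the paper's Figure 1 had been read: the 10 largest absolute log2 fold changes among genes past the threshold with at least 10 counts on average and no overlap between groups, the 10 smallest adjusted p-values, genes named in the paper's text, the 6 highest and 5 lowest folds of Figure 1E, the clock genes, and up to 4 members with the smallest p in each other list, 39 genes in all. The 32 gene lists were also written after Figure 1 had been read, and several genes of Figure 1E and 1F had been seen first. Of them 14 held a listed gene and 18 held none. The lists with none, beyond those of androgen response, clock genes of the change from dark to light, bone cells, ameloblasts and odontoblasts, neutrophils, macrophages, T and NK cells and B and plasma cells, covered erythroid cells, keratinocytes and oral epithelium, skeletal muscle, nasal epithelium, nerve and Schwann cells, adipocytes, cytosolic ribosomal proteins, and immediate early and dissociation stress genes. The set tests camera, fry and fgsea were not run, because each gene in the table was chosen for a difference between these groups.

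Alternatives were DESeq2 1.42.0 with and without independent filtering, limma-voom (limma 3.58.1), no filter on low counts, edgeR's filterByExpr, a mean of at least 10 counts, no mitochondrially encoded genes, an adjusted p of 0.1, an added fold minimum of 1.5, replicate blocks by the numbers in the sample titles or descriptions, and each library left out. Chosen after seeing the data were TMM factors over the listed genes, limma on log2 of normalized counts plus 1, the libraries of each replicate block without the block, and an adjustment over the 17100 genes the authors tested, in which unlisted genes were taken to have larger p-values. Each adjusted p of that kind, and of an adjustment over a gene list alone, is an upper bound, and each number of genes passed is a minimum. Both hold for the p-values of fits to the listed genes alone, and a fit to all genes could give others. Scaling by spike-ins was not run because the table lists none, pseudocounts were not varied because counts were at hand, and lists without the genes of Figure 1E and 1F gave no value because they held no further listed gene. Reactome sets were compared with the raised genes by a one-sided hypergeometric test. The direction of the members of the 14 lists was compared with that of the other genes past the threshold by Fisher's exact test, two-sided, a test added after seeing the data, with p-values adjusted over the 14 tests. Positions, gene classes and primer matches were taken from GENCODE M21 on GRCm38, and pseudogene matches from BLAST 2.17.0 at an E-value of 1e-20. Tables and plots were made with Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.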

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

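Among the named genes, 77 groups of 4 or 5 libraries were tested for a highest or lowest library set apart from its group, and 4 were found where chance gives about 3.85 (1 in 20 groups). In Allograft replicate 2, Chac1 had 498 normalized counts against 69.3 to 176 in the other Allograft libraries, and Rad21 had 699 against 793 to 825. In Spon. Healing replicate 1, Loxl2 had 2580 normalized counts against 1652 to 1783 in the other Spon. Healing libraries. In Spon. Healing replicate 4, Manf had 1066 against 1332 to 1381. No explanation was tested for these single values.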

How the results depend on the processing

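The alternatives set after the data were examined were TMM factors over the listed genes, limma on log2 of normalized counts, the unpaired fits and the adjustment over 17100 genes. With 1 library left out, 93 to 96 genes changed, 61 to 64 rose and 31 to 32 fell, the log2 fold change of Nr1d1 ran from 1.00 to 1.33, and that of Il1rl1 from 1.31 to 1.84. The count fell to 53 (27 raised) with a fold of at least 1.5. It fell to 44 (12 raised) with TMM factors over the listed genes, a shift built into factors from a list with more raised than lowered genes, where Capzb went from 0.29 to -0.02 and Il1rl1 had a log2 fold change of 1.26. With a replicate block by the numbers of the descriptions 19 genes passed (10 raised, 9 lowered) and Il1rl1 had 1.27, while the same libraries without the block gave 78, so the drop comes in part from fewer libraries. With a block by title number 94 passed. Correlations within shared numbers ran from -0.40 to 0.26. They cover genes chosen for a group difference and have no mismatched pairs beside them. Whether the numbers pair the mice is therefore not determined. Adjusted over 17100 genes, where each adjusted p is an upper bound and each number a minimum, edgeR called 0 genes or more (0 raised, 0 lowered) with 96 at an unadjusted p under 0.05, limma-voom called 0 or more (0 raised, 0 lowered) with 95, and DESeq2 called at least 7 (5 raised, 2 lowered). The upper bound was not under 0.05 for Nr1d1 in edgeR (1.22) or limma-voom (1.19) or for Il1rl1 in edgeR (1.57), DESeq2 (1.56) or limma-voom (1.30), so whether they pass there is not determined. Over the listed genes Il1rl1 did not pass in limma-voom. Without Allograft replicate 5, edgeR called at least 6 genes over 17100, 5 raised and 1 lowered, Nr1d1 and Il1rl1 among them, and 0 or more without any other single library. The cause of the other changes was not tested. Over 36 further named genes, 965 comparisons with an alternative gave 786 on the same side of the threshold, 171 not past it, 8 newly past it and 0 with the opposite direction. Of the 171, 35 came from edgeR, 29 from DESeq2 and 35 from limma-voom adjusted over 17100 genes. For those, whether the gene passes is not determined. mt-Nd1 was the 1 further named gene that lost the threshold when a library was left out. The depth of the libraries is not known here, so no limit on genes outside the list can be set.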

Differences from the paper's values

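The paper's methods give 3 biological replicates for library preparation, and 5 Allograft libraries were analysed here, besides 4 Spon. Healing libraries. The number of libraries in each group is not a value that the alternatives set before the data were examined recompute, although some of them leave libraries out. The paper's Figure 1F also draws 4 and 5 columns.

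The paper labels the bars of Figure 1E with an adjusted p under 0.05, whereas 37 of the 97 genes drawn there have an adjusted p of 0.05 or more in the authors' deposited comparison, in which 60 genes are under 0.05 (39 raised, 21 lowered). All 97 are under the 0.1 that the methods name. The deposited comparison lists 98 genes at that threshold, and the gene that Figure 1E lacks is Capzb, with a log2 fold change of 0.29.

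The paper names NR1D1 and IL1RL1 as raised in Allograft and also measured both by qRT-PCR, which was not compared here. Both rose in edgeR over the listed genes, and whether either passes in edgeR with p-values adjusted over 17100 genes, an adjustment chosen after seeing the values, is not determined, since it gives upper bounds, 0.250 for Nr1d1 and 1 for Il1rl1. Under it edgeR drops at most 97 of the paper's 97 called genes at the threshold of 0.05 used here, and at most 94 at the 0.1 of the paper's methods, where it keeps at least Hsph1, Hspa5 and Lyrm1. DESeq2 over 17100 genes calls Nr1d1 (adjusted p at most 3.05e-05) and leaves Il1rl1 undetermined (at most 1), and edgeR without Allograft replicate 5 calls both over 17100 genes (at most 0.00165 and 0.0132), both chosen after seeing the values. Of the paper's 97 called genes DESeq2 drops at most 90 at 0.05 and 85 at 0.1, and edgeR without Allograft replicate 5 at most 91 and 88. The authors' own adjusted p-values are 0.00121 for Nr1d1 and 0.0386 for Il1rl1.

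The paper's text names the androgen response among the raised pathways, and none of 25 androgen-responsive genes of a list written before the data were examined was among the listed genes. This list was written by hand and is not the gene set that the paper used. The paper's result is from GSEA, whereas only 98 of 17100 genes are listed here. The absence of the 25 genes therefore says nothing for or against that result.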

Other observations

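Tests chosen only after the result was seen were those of the hour of sacrifice, of the clock genes with a library left out and of other splits. So were the Fisher tests of direction, for the members of the 14 gene lists and for the TEC genes. The tests of the TEC genes' share in introns and of their correlation with a library left out were chosen then too. The same holds for the Reactome sets of mTOR signalling and collagen formation.

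Creb3l1, an ER-bound transcription factor that drives type I collagen in osteoblasts, rose from 1235 ± 288 normalized counts (SD, n = 4) to 1839 ± 292 (SD, n = 5) in Allograft, a log2 fold change of 0.57 (standard error 0.16, adjusted p = 0.00470 from edgeR). The ER translocon-associated genes Ssr1 and Ssr3 had log2 fold changes of 0.35 and 0.50, the disulfide isomerase Pdia6 of 0.35, the co-chaperone Dnajb9 of 0.71, the cargo receptor Lman1 of 0.54 and the vesicle tether Uso1 of 0.49. These 7 genes were singled out after their values were seen. Of 65 raised genes, 62 could be joined to Reactome's sets. Cellular response to heat stress held 2 of 75 (Hspa8 and Hsph1, adjusted p = 0.0965), the circadian clock 1 of 27 (Nr1d1, adjusted p = 0.140) and collagen formation 1 of 69 (Col11a1, adjusted p = 0.267).

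Of 44 ER chaperones and genes of the unfolded protein response, 10 were listed and all 10 rose, and the test set for them asked whether 1 library carried the change. All 10 kept an adjusted p under 0.05 in each of the 9 fits with 1 library left out, so their measured difference does not rest on 1 library. This is not particular to them, since 93 to 96 of the 97 genes passed in these fits, and it says nothing of the 34 unlisted members. An effect of the graft itself stays open and was not tested apart from this.

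Nr1d1 rose while Per2 and Tef fell in Allograft. All 3 genes kept their direction and an adjusted p under 0.05 in 9 of 9 fits with 1 library left out, so their measured difference does not rest on 1 library, as for most of the 97 genes (93 to 96 passed in these fits). If the hour of the day at sacrifice differed between the groups, these genes may have shifted together, and 3 of 22 clock genes were listed, too few to decide, since genes outside the list have no values here and the paper's text gives no hour. The hour of the day and an effect of the graft cannot be told apart for these 3 genes.

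Of the 33 lowered genes 6 were TEC genes, and of the 65 raised genes 0 (two-sided Fisher's exact test, p = 0.00105). Each lies in an intron of a gene on its own strand (hosts Sec11a, Cpne1, Mgll, Arhgap10, Ddx6 and B130055M24Rik). So do 50.6% of the 3219 TEC genes of the annotation, which gives a probability of 0.0169 for 6 of 6 by an exact binomial test. That share covers all annotated TEC genes, and the share among those with reads in these libraries is not known here. The probability therefore does not show that the 6 differ from the TEC genes that could be tested. A candidate explanation, as a hypothesis, is a smaller share of unspliced or genomic sequence in the Allograft libraries. The deviations of the 6 genes from their group means had a mean pairwise correlation of 0.46, at the 95.9 percentile of 10000 random sets of 6 out of 26 lowered protein-coding genes. Without Allograft replicate 1, which was the lowest Allograft library for Gm45718, Gm37274, Gm44005 and Gm45407 and had 0 counts in the other TEC genes, it was 0.10, at the 64.9 percentile, and it was above the 95th percentile in 3 of 9 fits with 1 library left out, so the correlation rests on 1 library and the test does not decide. A smaller share of such sequence and an effect of the graft cannot be told apart for these 6 genes.

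Chance as the source of the grouping of the libraries cannot be judged from these genes, because they were chosen by the real grouping. The real split gave 96 genes past the threshold, the highest of the other splits 73, and 1 of 100 splits drawn out of 126 gave as many, the real one.

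The standard errors of DESeq2 on the 9 libraries were 1.23 times those of the authors' comparison in the median. Those derived from edgeR's F statistic were 1.15 times the authors'. For genes with at least 10 counts on average, the log2 fold changes from edgeR differed from the authors' by at most 0.06, Gm47356 aside. Gm10925 and Gm50174, 2 listed pseudogenes that rose, match mt-Atp6 over 678 nt at 100% and over 184 nt at 94.0% identity, and had 191 ± 72.4 and 144 ± 49.0 normalized counts in Spon. Healing (SD, n = 4) and 347 ± 46.7 and 250 ± 34.9 in Allograft (SD, n = 5). Gm47356 has further copies in the genome, such as Gm48132 at 98.8% identity over 3844 nt.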
